# Cardiac-specific deletion of voltage dependent anion channel 2 leads to dilated cardiomyopathy by altering calcium homeostasis

**DOI:** 10.1038/s41467-021-24869-0

**Published:** 2021-07-28

**Authors:** Thirupura S. Shankar, Dinesh K. A. Ramadurai, Kira Steinhorst, Salah Sommakia, Rachit Badolia, Aspasia Thodou Krokidi, Dallen Calder, Sutip Navankasattusas, Paulina Sander, Oh Sung Kwon, Aishwarya Aravamudhan, Jing Ling, Andreas Dendorfer, Changmin Xie, Ohyun Kwon, Emily H. Y. Cheng, Kevin J. Whitehead, Thomas Gudermann, Russel S. Richardson, Frank B. Sachse, Johann Schredelseker, Kenneth W. Spitzer, Dipayan Chaudhuri, Stavros G. Drakos

**Keywords:** Molecular biology, Cardiology, Cardiomyopathies

## Abstract

Voltage dependent anion channel 2 (VDAC2) is an outer mitochondrial membrane porin known to play a significant role in apoptosis and calcium signaling. Abnormalities in calcium homeostasis often leads to electrical and contractile dysfunction and can cause dilated cardiomyopathy and heart failure. However, the specific role of VDAC2 in intracellular calcium dynamics and cardiac function is not well understood. To elucidate the role of VDAC2 in calcium homeostasis, we generated a cardiac ventricular myocyte-specific developmental deletion of *Vdac2* in mice. Our results indicate that loss of VDAC2 in the myocardium causes severe impairment in excitation-contraction coupling by altering both intracellular and mitochondrial calcium signaling. We also observed adverse cardiac remodeling which progressed to severe cardiomyopathy and death. Reintroduction of VDAC2 in 6-week-old knock-out mice partially rescued the cardiomyopathy phenotype. Activation of VDAC2 by efsevin increased cardiac contractile force in a mouse model of pressure-overload induced heart failure. In conclusion, our findings demonstrate that VDAC2 plays a crucial role in cardiac function by influencing cellular calcium signaling. Through this unique role in cellular calcium dynamics and excitation-contraction coupling VDAC2 emerges as a plausible therapeutic target for heart failure.

## Abstract (web summary)

The authors found that VDAC2 plays a crucial role in influencing mitochondrial calcium dynamics and cellular calcium signalling. A VDAC2 agonist, efsevin, rescued the heart failure phenotype, identifying a new potential therapeutic target for heart failure.

## Introduction

Non-ischemic dilated cardiomyopathy (DCM) is one of the most common causes that lead to the syndrome of chronic heart failure (HF) which is currently a growing global epidemic^1,2^. DCM is a condition in which the cardiac ventricular chambers enlarge and have impaired systolic and diastolic function. The impaired myocardial function has been partly attributed to alterations in the function of contractile proteins and excitation–contraction coupling (ECC)^3^. Calcium plays a crucial role in ECC and influences cardiac rhythmicity and cellular contraction. During systole, electrical excitation of the membrane causes L-type calcium channels (LTCC) to open and a small amount of calcium enters the cell which binds to ryanodine receptor 2 (RyR2) and triggers the sarcoplasmic reticulum (SR) to release some of its calcium reserve. This release results in an overall increase in the cytosolic calcium which binds to troponin thereby facilitating cellular contraction. The excess cytosolic calcium is pumped out of the cytoplasm through three main processes. Part of the calcium is pumped back into the SR through sarcoplasmic endoplasmic reticulum calcium ATPase 2a (SERCA2a) and the rest of the calcium is extruded out of the cell via the sodium–calcium exchanger (NCX1) and the sarcolemma calcium pump. The mitochondria also appear to play a role in calcium uptake during this process and its importance is under investigation^4,5^.

The voltage-dependent anion channel 2 (VDAC2) is a 32 kDa porin present on the mitochondrial outer membrane (MOM) and contributes to apoptosis, steroidogenesis, metabolite flux, and calcium homeostasis^6^. VDAC2 is known to interact with pro-apoptotic proteins such as Bcl2 family proteins. While VDAC2–BAK (Bcl2-antagonist/killer protein) interaction is reported to be highly important to control cellular apoptosis, it is still controversial if this interaction promotes or inhibits apoptosis. Studies show that VDAC2–BAK complex was absent during death stimulus and deletion of VDAC2 promotes apoptosis^7^. In contrast, other studies have shown that truncated-Bid (BH3-interacting domain death agonist) induced MOM permeabilization and cell death in wild-type (WT) but not in VDAC2 knock-out (KO) mouse embryonic fibroblasts^8^.

Calcium flux into the mitochondrial matrix takes place primarily through the mitochondrial calcium uniporter (MCU), present in the mitochondrial inner membrane (MIM). However, the initial calcium import into the inter-membrane space is through VDACs. The interaction between MOM and SR is crucial for this mitochondrial calcium signaling^9^. Evidence suggests that coupling of VDAC2 with sub-sarcolemmal RyR2 is essential for calcium transfer from SR to the mitochondria^10^. Mitochondrial calcium dynamics have mostly been associated with the MIM and primarily, the MCU. However, it has been reported that MCU-KO mice do not show any adverse cardiac phenotypes^11,12^. This suggests an important role of VDACs and MOM in mitochondrial calcium signaling.

Increasing evidence suggests the importance of VDAC2 in physiologic cardiac function and in this manuscript, we hypothesize that mitochondrial calcium dynamics have a significant influence in this process^13,14^. Increasing the calcium uptake through VDAC2 has been shown to reverse the arrhythmia phenotype observed in the tremblor zebrafish model (NCX1h mutant) and the tachycardia phenotype in mice with catecholaminergic polymorphic ventricular tachycardia (RYR2 mutant)^13,14^. Both these arrhythmic models have irregular cellular calcium signaling. Enhancing mitochondrial calcium uptake through VDAC2 using a small molecule called efsevin, pharmacologically helped restore the rhythmic phenotype in these models. VDAC2 knock-down in HL-1 cell line has shown to have specific effects on calcium homeostasis such as increased diastolic calcium and restricted calcium spark expansion^15^. However, after a global knockdown of VDAC2 was shown to be embryonic lethal^7^, no further studies have investigated the effects of cardiac VDAC2-KO in animal models. Advancing our understanding of VDAC2’s role in calcium signaling and ECC may have significant implications. In this study, in an effort to address this gap in knowledge we performed cardiac-specific *Vdac2* deletion and studied its effects on calcium cycling. Our results indicate a strong dependency on VDAC2 and cellular calcium dynamics to the ECC. VDAC2-KO mice showed significantly slower mitochondrial calcium uptake and altered cellular calcium signaling with smaller calcium transient, a slower rate of decay, and a slower rate of rising in cytosolic calcium. Adverse cardiac remodeling and severe cardiomyopathy led to the death of these KO mice. Reintroduction of VDAC2 in 6-week-old KO mice using an adeno-associated virus 9 (AAV9) vector seemed to partially rescue the cardiomyopathy phenotype suggesting a plausible role of VDAC2 as a therapeutic target in clinical HF. To evaluate this hypothesis, we took a gain-of-function approach and measured the effects of VDAC2 agonist efsevin in murine tissue from failing hearts: in line with the HF phenotype induced by VDAC2-KO, efsevin enhanced contractile force in failing myocardium from a murine pressure-overload model establishing VDAC2 as a promising target for HF.

## Results

### Cardiac-specific developmental deletion of VDAC2 causes DCM and leads to increased mortality

Cardiac ventricle-specific developmental *Vdac2* KO and littermate WT were used for this study. Mice with either flox or Cre were used as WT and echocardiography data on flox or Cre only mice shows no significant differences (Supplementary Fig. 1a–g). Deletion of VDAC2 was confirmed using western blot (Fig. 1a). We observed no difference in VDAC1 and VDAC3 protein levels in VDAC2-KO mice (Supplementary Fig. 2a–c), suggesting a pure VDAC2-dependent phenotype. Increased mortality was observed in the KO between 5 and 20-weeks postpartum. Most of these events occurred during 20- weeks postpartum (Fig. 1b). Serial echocardiographic analysis, showed progressive deterioration of cardiac function in VDAC2-KO mice as reflected by significant reductions around 16 weeks in left ventricular (LV) ejection fraction (EF), fractional shortening (FS), and posterior wall thickness at systole (LVPW,s) and a significant increase in LV end-diastolic diameter (LVEDD), LV end-diastolic and end-systolic volumes (EDV and ESV, respectively). No difference in LV posterior wall thickness at diastole (LVPW,d) and LV mass (normalized to body weight) was observed (Fig. 1c–j). We are also providing Supplementary Table 1 which describes the cardiac phenotype during the entire development, including intra-utero echocardiograms performed in pregnant mice^16^. 

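Total RNA from the left ventricle of 16-week-old mice was sequenced, and the authors deposited the reads counted on each of 52636 Ensembl genes as raw counts, without normalization. The table holds 9 libraries, of which libraries 1 to 5 are labelled WT and libraries 6 to 9 are labelled KO, the KO being a cardiac-specific deletion of *Vdac2*. The paper gives n = 4 for its expression panels and states that 1 WT sample was removed for poor RNA quality. Its text does not name that sample, so all 9 libraries were used. Between 27345052 and 32469135 reads were counted in the libraries labelled WT (median 28686212), and between 36477141 and 44673988 in those labelled KO (median 39083476). All libraries labelled WT came from lane 1 of the flow cell and all labelled KO from lane 2, so lane and label cannot be told apart and no comparison within a lane was possible. No pair of libraries held counts within sampling noise of each other, the lowest chi-square per degree of freedom over genes being 6.59.

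The paper aligned the reads to GRCm38 and names cutadapt, STAR and feature counts among its tools. From the counts, library sizes were normalized by edgeR's TMM method, values are given as CPM, counts scaled by the normalized library size, and the libraries labelled KO were compared with those labelled WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 16322 genes that passed its expression filter. The smallest level a library can show, 3 counts, lay between 0.0693 and 0.114 CPM, which covers counting error only.

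*Vdac2* (ENSMUSG00000021771), the deleted gene, is a protein-coding gene on chromosome 14 of GRCm38 from 21825238 to 21845879. In libraries 1 to 5, labelled WT, its level was 20.2, 366, 58.5, 365 and 21.3 CPM. In libraries 6 to 9, labelled KO, it was 384, 20.5, 421 and 19.1 CPM. The log2 fold change was 0.35 (standard error 1.19, adjusted p = 0.92 from the edgeR test), and the labelled groups did not differ in an exact two-sided permutation test of log2 CPM (p = 0.80). *Vdac2* thus went against the labels in libraries 1, 3 and 5, labelled WT and low, and in libraries 6 and 8, labelled KO and high. No library was moved to another group, and each direction reported for these libraries is between the deposited labels, which *Vdac2* does not separate. With each library left out in turn, the *Vdac2* log2 fold change ranged from -0.23 to 0.86.

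The labels did follow the genes of the sex chromosomes, although they give no sex. *Xist*, the non-coding RNA of the inactive X chromosome (X, 103460366 to 103483254), was between 335 and 587 CPM in the libraries labelled KO and at most 0.152 CPM in those labelled WT. *Ddx3y*, on the Y chromosome from 1260771 to 1286629, was between 126 and 170 CPM in the libraries labelled WT and had at most 1 count in those labelled KO.

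**Figure D1:**
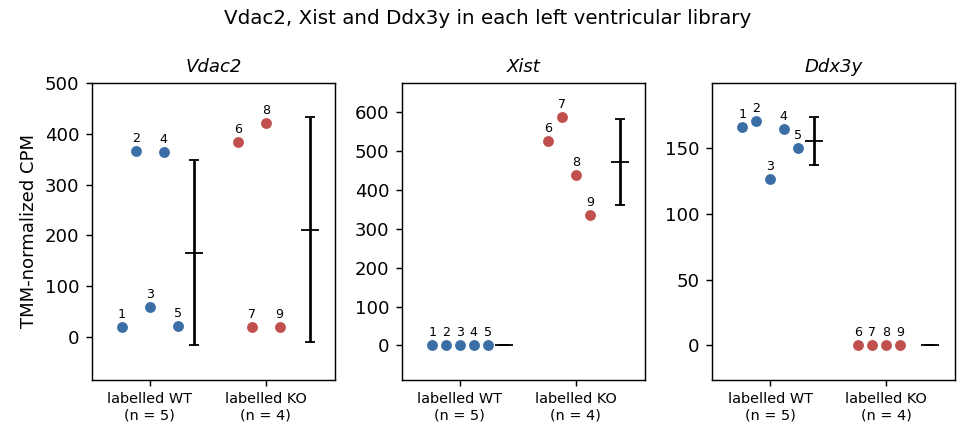
TMM-normalized CPM (linear axis) of *Vdac2*, *Xist* and *Ddx3y* in each library, as points numbered by library and grouped by deposited label (5 labelled WT, 4 labelled KO), with the group mean and SD as bars to the right of the points. *Vdac2* spans 19.1 to 421 CPM within the libraries labelled KO, while *Xist* and *Ddx3y* separate the labels without overlap.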

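*Nppa* (ENSMUSG00000041616), which encodes atrial natriuretic peptide, lies on chromosome 4 of GRCm38 from 148000722 to 148002079. Its level was 951, 73.8, 3347, 80.4 and 157 CPM in libraries 1 to 5, labelled WT, and 104, 401, 72.8 and 1523 CPM in libraries 6 to 9, labelled KO. The means were 922 ± 1405 CPM (SD, n = 5) and 525 ± 682 CPM (SD, n = 4). The log2 fold change was -0.81 (standard error 1.31, adjusted p = 0.83 from edgeR's quasi-likelihood test), and the exact two-sided permutation test of log2 CPM gave p = 0.88. The spread within each label was therefore larger than the difference between labels, and *Vdac2* does not separate the labels. The setting that moved the value most was leaving out library 3, labelled WT, which changed the sign of the log2 fold change to 0.73, and leaving out library 9, labelled KO, gave -2.26.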

We also found increased gene expression of NPPA in KO mice (Fig. 1m), all of which are hallmarks of DCM. Increased dilation was also evident from echocardiography and the KO hearts were significantly larger than WT hearts (Fig. 1k, l). VDAC2-KO mice also had significantly longer and thinner cardiomyocytes compared to WT mice at 16-weeks of age (Fig. 1n–p). Taken together, our results suggest that deletion of VDAC2 in the myocardium during development causes DCM and eventually leads to increased mortality.

**Fig. 1:**
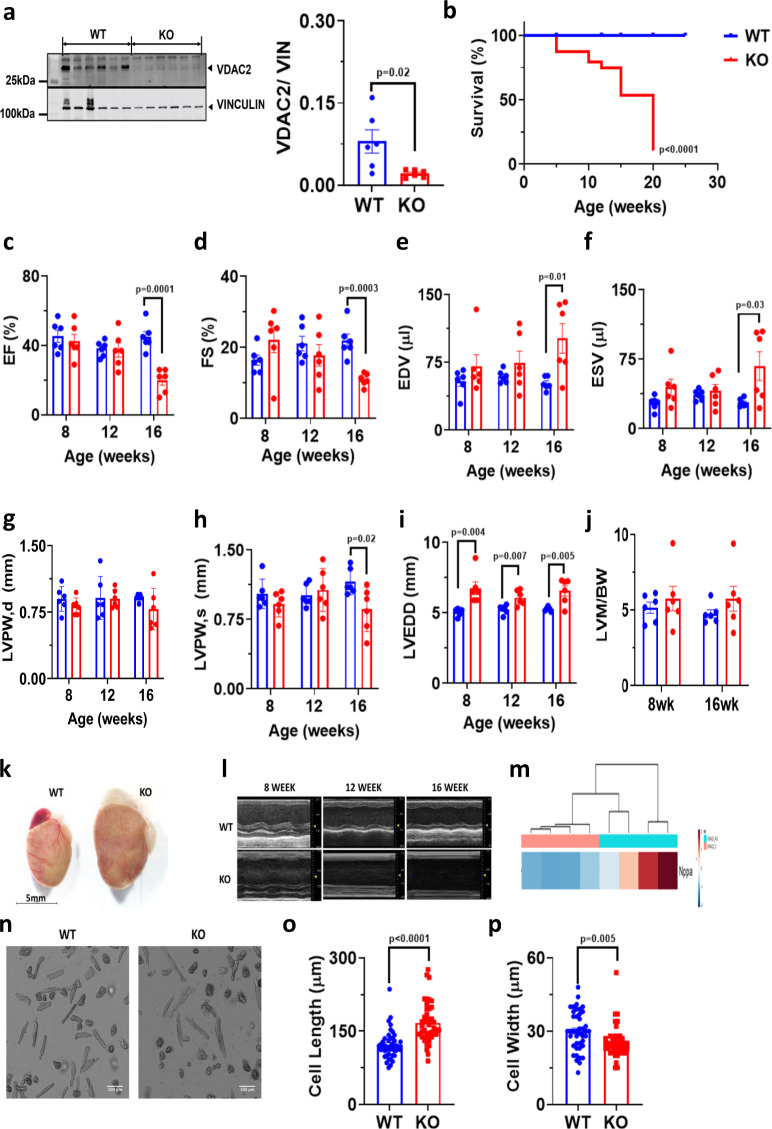
Cardiac-specific deletion of VDAC2 causes dilated cardiomyopathy and leads to increased mortality. **a** Western blot image of VDAC2 and lane-loading control VINCULIN and quantification in WT (Wild-type) and KO (Knock-out) using Image Studio Lite (version5.2.5) (*p* = 0.02) (*n* = 6); **b** Kaplan–Meier survival curve (*n* = 10) (*p* < 0.0001); **c**–**j** Echocardiography analysis of left ventricular ejection fraction (EF) (*p* = 0.000143), fractional shortening (FS) (0.000376), left ventricular end-diastolic and end-systolic volumes (EDV and ESV) (*p* = 0.0132 and *p* = 0.0311), left-ventricular posterior wall thickness at diastole and systole (LVPW,d and LVPW,s) (*p* = ns and *p* = 0.0244), left ventricular end-diastolic diameter (LVEDD) (8-week *p* = 0.004824; 12-week *p* = 0.007670 and 16-week *p* = 0.005986) (*n* = 6) and **j** left ventricular mass to body weight ratio (LVM/BW), respectively (*n* = 6); **k** Representative heart image of 16-week-old mice (scale bar, 5 mm); **l** Representative m-mode image from echocardiography (*n* = 1); **m** Differential expression of NPPA gene (*n* = 4); **n** Representative ventricular cardiomyocyte image using confocal microscopy (scale bar, 100 μm ); **o**, **p** Cardiomyocyte cell length (*p* < 0.0001) and width (*p* = 0.0058) measured using Zen5 imaging software, respectively (*n* = 42, *N* = 3). *p*-value: unpaired two-tailed *t*-test performed in panels **a**, **o**, and **p**, Mantel–Cox test performed in panel **b** and two-stage set-up multiple *t*-test (Benjamini, Krieger, and Yekutieli) performed for longitudinal echocardiographic data. Data are represented as differences between mean ± SEM.

### Altered gene and protein expression profiles indicate altered calcium signaling and regulation in VDAC2-KO

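Between the libraries labelled KO and WT, 9 of the 16322 tested genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 2 higher and 7 lower in the libraries labelled KO, and 997 genes had an unadjusted value under 0.05. With the study's own filters added, an absolute log2 fold change over 0.585 and a mean normalized count over 30, 8 genes remained, 2 higher and 6 lower. Of the 9 genes, 2 lie on the X chromosome and 5 on the Y chromosome. The 8 past the filters were *Xist*, *Kdm6a*, *Uty*, *Ddx3y*, *Eif2s3y*, *Kdm5d*, *Gm22876* and *Ace*. *Kdm6a*, on the X chromosome, had a log2 fold change of 0.99 (standard error 0.12, adjusted p = 0.027). *Ace*, on chromosome 11 from 105967945 to 105989964, was 55.1 ± 5.37 CPM (SD, n = 5) in the libraries labelled WT and 31.7 ± 2.77 CPM (SD, n = 4) in those labelled KO, with a log2 fold change of -0.80 (standard error 0.099, adjusted p = 0.029). *Gm22876*, a short non-coding RNA gene on chromosome 14 from 31836884 to 31837181, had a log2 fold change of -2.93 (standard error 0.34, adjusted p = 0.022). *Uty*, *Ddx3y*, *Eif2s3y* and *Kdm5d* had at most 1 count in any library labelled KO and were at least 491-fold higher in those labelled WT, measured against the floor of 3 counts. The count of genes moved most with weights estimated for each library (limma's voom with quality weights), which gave 79 genes with an adjusted p under 0.05. DESeq2, the tool the paper names, gave 70.

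Of 41 genes named in the expression panels of the paper (Figs. 1m, 2a, 2b and 7a and Supplementary Fig. 4a and 4b), 1 had an unadjusted value under 0.05 and 0 had an adjusted p under 0.05, whether adjusted over all tested genes (lowest adjusted p = 0.68) or over the 41 genes alone (lowest adjusted p = 0.35). *Vdac2* is one of these genes and does not separate the labels that the test compares.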

Gene expression profile from ventricular RNA of 16-week-old KO mice showed a number of differentially expressed genes involved in calcium signaling and regulation. 

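*Cacna1h* (ENSMUSG00000024112, chromosome 17 of GRCm38 from 25374285 to 25433783), which encodes the T-type calcium channel Cav3.2, was at 12.3, 4.72, 3.86, 4.53 and 7.96 CPM in libraries 1 to 5, labelled WT, and at 6.44, 11.5, 4.91 and 10.6 CPM in libraries 6 to 9, labelled KO. Its log2 fold change was 0.33 (standard error 0.39, adjusted p = 0.77 from edgeR's quasi-likelihood test). *Cacng6* (ENSMUSG00000078815, chromosome 7 from 3424195 to 3435667), a gamma subunit gene of voltage-gated calcium channels, was at 0.525, 2.38, 0.027, 2.17 and 0.976 CPM in libraries 1 to 5 and at 2.49, 1.61, 1.50 and 0.693 CPM in libraries 6 to 9. Library 3 held 1 count of *Cacng6*, under the floor of 3 counts. The log2 fold change of *Cacng6* was 0.39 (standard error 0.80, adjusted p = 0.86). *S100a4*, a calcium-binding protein gene also drawn in Fig. 2a, had a log2 fold change of -1.53 (standard error 0.87, adjusted p = 0.68), with 24.2 CPM in library 3 and between 1.27 and 3.79 CPM in the other 8 libraries. For each of the 3 genes the means of the labels differed by less than the SD of the libraries labelled WT, and *Vdac2* does not separate the labels.

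Over the 16 tested calcium channel genes of a list of 26 pore and auxiliary subunit genes written before the data were examined, the mean log2 fold change was 0.13 ± 0.29 (SD over genes), and 12 of the 16 were higher in the libraries labelled KO. The list did not stand apart from the other genes at the 5% level (adjusted p = 0.077 over 8 lists from limma's camera test), and 0 of its genes had an adjusted p, or an unadjusted value, under 0.05.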

Calcium channel genes such as *Cacna1h*, a T-type calcium channel (Cav 3.2) was upregulated whereas *Cacng6*, a subunit of the LTCC was significantly downregulated (Fig. 2a). Other ion channels were also differentially expressed between the two groups. 

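A list of 107 sodium and potassium channel genes, of which 55 were tested, had a mean log2 fold change of -0.037 ± 0.66 (SD over genes) between the libraries labelled KO and WT, with 35 genes higher in those labelled KO. Set against all tested genes, the list ranked towards higher values (adjusted p = 0.071 from limma's camera test). None of the 55 genes had an adjusted p under 0.05 and 5 had an unadjusted value under 0.05. The sign of the mean changed with the setting, from -0.037 to 0.060 with library quality weights, and *Vdac2* does not separate the labels.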

Specifically, a significant downregulation of sodium and potassium ion channels was observed in VDAC2-KO mice, including *Scn4a*, *Scn4b*, and *Kcnv2*, all of which have been reported to play significant roles in normal cardiac function (Fig. 2b). 

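*Scn4a* (ENSMUSG00000001027, chromosome 11 of GRCm38 from 106318592 to 106353288) was at 10.6, 29.2, 0.917, 29.3 and 19.1 CPM in libraries 1 to 5, labelled WT, and at 27.7, 15.6, 27.1 and 8.50 CPM in libraries 6 to 9, labelled KO, a log2 fold change of 0.15 (standard error 0.74, adjusted p = 0.94 from edgeR's quasi-likelihood test). *Scn4b* (ENSMUSG00000046480, chromosome 9 from 45138395 to 45154152) was at 16.7 ± 14.4 CPM (SD, n = 5) in the libraries labelled WT and 23.2 ± 12.7 CPM (SD, n = 4) in those labelled KO, a log2 fold change of 0.48 (standard error 0.82, adjusted p = 0.84). *Kcnv2* (ENSMUSG00000047298, chromosome 19 from 27322588 to 27337179) was at 14.3 ± 9.28 CPM and 17.2 ± 7.50 CPM, a log2 fold change of 0.26 (standard error 0.70, adjusted p = 0.90). The chloride channel gene *Clcn1* had a log2 fold change of 0.24 (standard error 0.84) and the potassium channel subunit gene *Kcnab2* one of -1.08 (standard error 0.64), neither with an adjusted p under 0.05. In all 5 genes the means of the labels differed by less than the SD of the libraries labelled WT, and *Vdac2* does not separate the labels. Leaving out library 3 changed the sign of the *Scn4a* log2 fold change to -0.17, of *Kcnv2* to -0.054 and of *Clcn1* to -0.082. The same fit kept the sign of *Scn4b* (0.16) and of *Kcnab2* (-0.18). Signs also changed for *Scn4a* without library 6 (-0.061) or 8 (-0.043), *Clcn1* without library 6 (-0.14) and *Kcnv2* without library 8 (-0.0035).

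**Figure D2:**
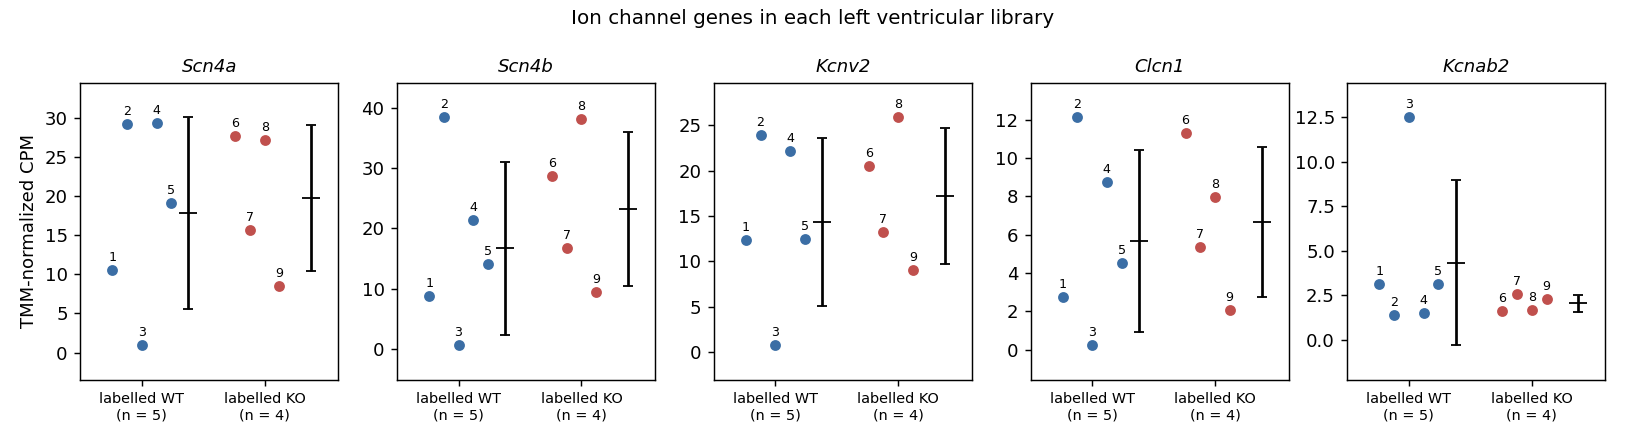
TMM-normalized CPM (linear axis) of *Scn4a*, *Scn4b*, *Kcnv2*, *Clcn1* and *Kcnab2* in each library, as points numbered by library and grouped by deposited label, with the group mean and SD as bars. The values of the labels overlap in every gene, as for *Scn4a*, from 0.917 to 29.3 CPM in the libraries labelled WT and from 8.50 to 27.7 CPM in those labelled KO.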

Proteins involved in ECC such as RYR2, SERCA2, NCX1, total and phosphorylated phospholamban (PLN), and calsequestrin (CASQ2, the SR calcium-binding protein) were significantly decreased in the KO (Fig. 2c–n). Collectively, these results suggest that loss of VDAC2 leads to abnormalities in cellular calcium signaling pathways.

**Fig. 2:**
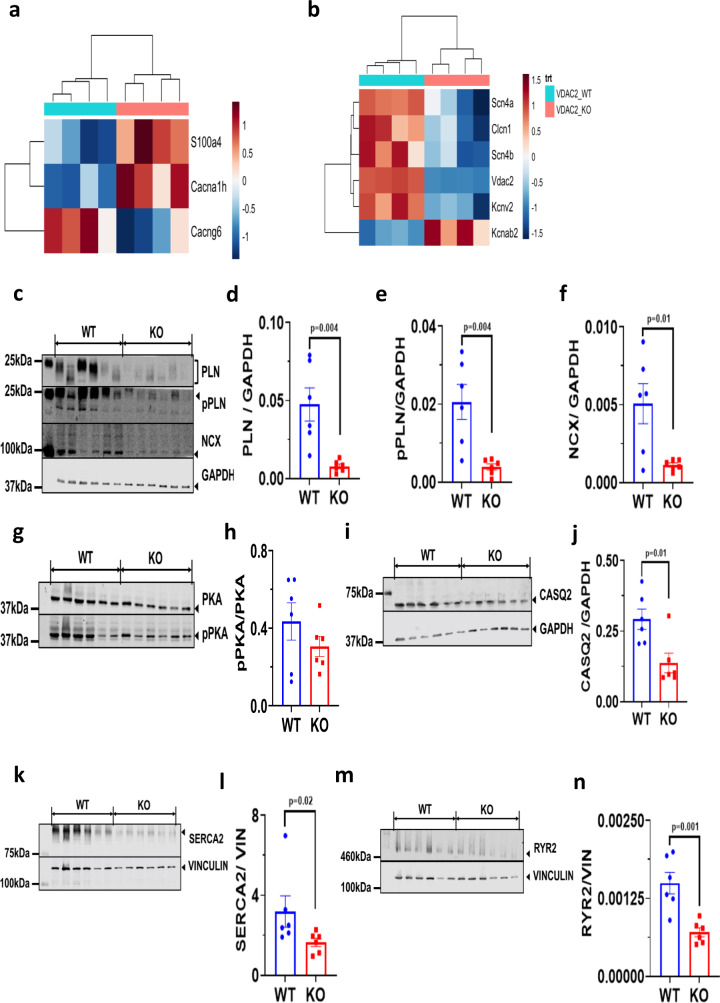
Altered gene and protein expression profiles indicate altered calcium signaling and regulation in VDAC2-KO. **a**, **b** Differential gene expression data derived from 16-week old cardiac ventricular tissue (*n* = 4); **c**–**f** Western blot image of PLN (*p* = 0.0042), pPLN (*p* = 0.0045), and NCX (*p* = 0.0121) along with lane-loading control GAPDH and respective quantification using Image Studio Lite (version 5.2.5) (*n* = 6); **g**, **h** Western blot image of PKA and pPKA and quantification using Image Studio Lite (version 5.2.5) (*p* = ns) (*n* = 6); **i**, **j** Western blot image of CASQ2 and lane-loading control GAPDH and respective quantification using Image Studio Lite (version 5.2.5) (*p* = 0.0111) (*n* = 6); **k**, **l** Western blot image of SERCA2 and lane-loading control VINCULIN and quantification using Image Studio Lite (version 5.2.5) (Mann–Whitney: *p* = 0.0260) (*n* = 6); **m**, **n** Western blot image of RYR2 and lane-loading control VINCULIN and quantification using Image Studio Lite (version 5.2.5) (*p* = 0.0018) (*n* = 6). *p*-value: unpaired two-tailed *t*-test and two-tailed Mann–Whitney test performed. Data are represented as mean ± SEM.

### Impaired calcium cycling in VDAC2-KO cardiac myocytes

To further assess calcium handling in these mice, we recorded calcium transients in 16-week-old cardiac myocytes. Compared to WT, VDAC2-KO myocytes had smaller calcium transients (*F*/*F*_0_) with a slower rate of decay (tau) and slower maximum rate of rising (*F*/*F*_0_/s) (Fig. 3a–e). To investigate if the decreased calcium transients are directly attributable to the lack of VDAC2 we tested the effects of VDAC2 agonist efsevin^14^ on calcium transients in WT cardiomyocytes and found the opposite effect, namely an increase in calcium transient amplitude and an acceleration of the decay phase (Supplementary Fig. 3a–c). SERCA2a and NCX1 are the two main channels involved in cytosolic calcium clearance during diastole and we showed that these protein levels are significantly reduced in VDAC2-KO (Fig. 2f and l). Co-immunoprecipitation (Co-IP) studies using whole-heart lysate and pull-down using VDAC2 antibody revealed VDAC2–SERCA2 interaction and VDAC2–NCX1 interaction, respectively. VDAC2-KO heart was used as a negative control for co-IP (Fig. 4a). This interaction was also confirmed by immunofluorescence and proximity ligation assays (PLA) (Fig. 4b, c). We hypothesize that these interactions, similar to the previously discovered VDAC2–RyR2 interaction^10^, are crucial for calcium uptake by the mitochondria and indirectly by the SR. As a result, a disruption of this interaction caused drastic changes in the calcium signaling in the cardiac myocytes. This altered calcium signaling may explain bradyarrhythmia observed in VDAC2-KO (Fig. 5a, b)^17^. Additionally, in agreement with the altered gene expression of the above-mentioned ion channels, the action potential (AP) of the KO was different from that of WT with a significantly longer AP duration at 50% repolarization (APD_50_) and a normal 90% repolarization (APD_90_) (Fig. 5c–e). Collectively, we found significant differences in most aspects of calcium cycling in the VDAC2-KO, which presumably contributes to the progressive decline in myocardial function.

**Fig. 3:**
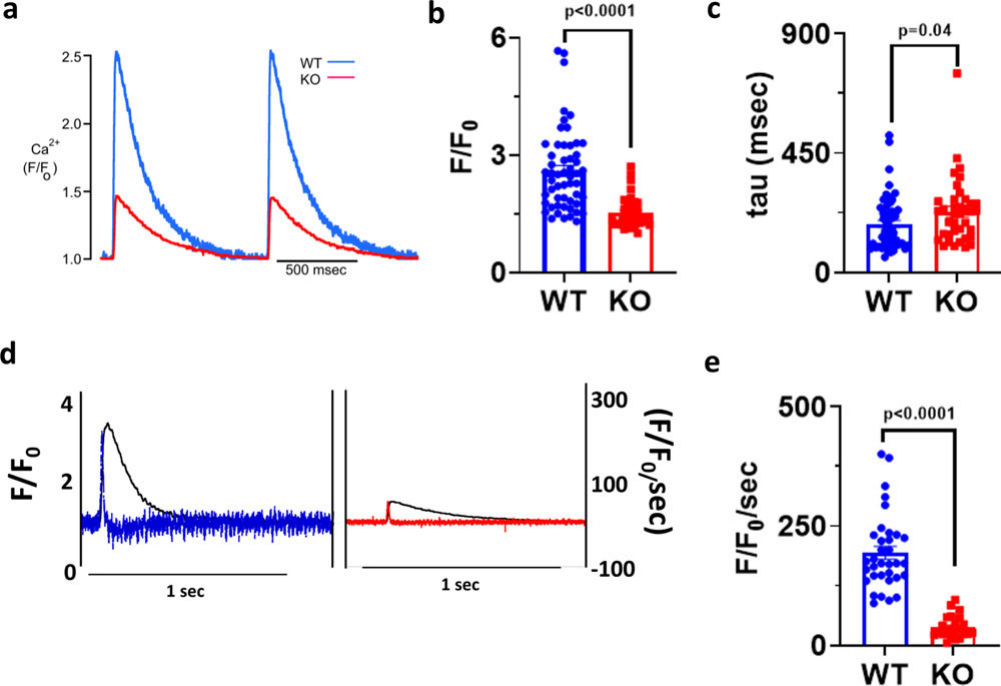
Impaired calcium cycling in VDAC2-KO cardiomyocytes. **a** Representative calcium transient image of 16-week-old mice (Time frame, 500 ms); **b** Amplitude (*F*/*F*_0_) data (*p* < 0.0001) (WT *n* = 54, KO *n* = 38, *N* = 3); **c** Rate of calcium uptake (tau) (ms) (*p* = 0.0492) (WT *n* = 54, KO *n* = 38, *N* = 3); **d** Representative image of rate of calcium release of 16-week-old mice (Time frame, 1 s); **e** Rate of calcium release (*F*/*F*_0_/s) (*p* < 0.0001) (WT *n* = 34, KO *n* = 23, *N* = 3). *p*-value: unpaired two-tailed *t*-test performed in all comparisons. Data are represented as mean ± SEM.

**Fig. 4:**
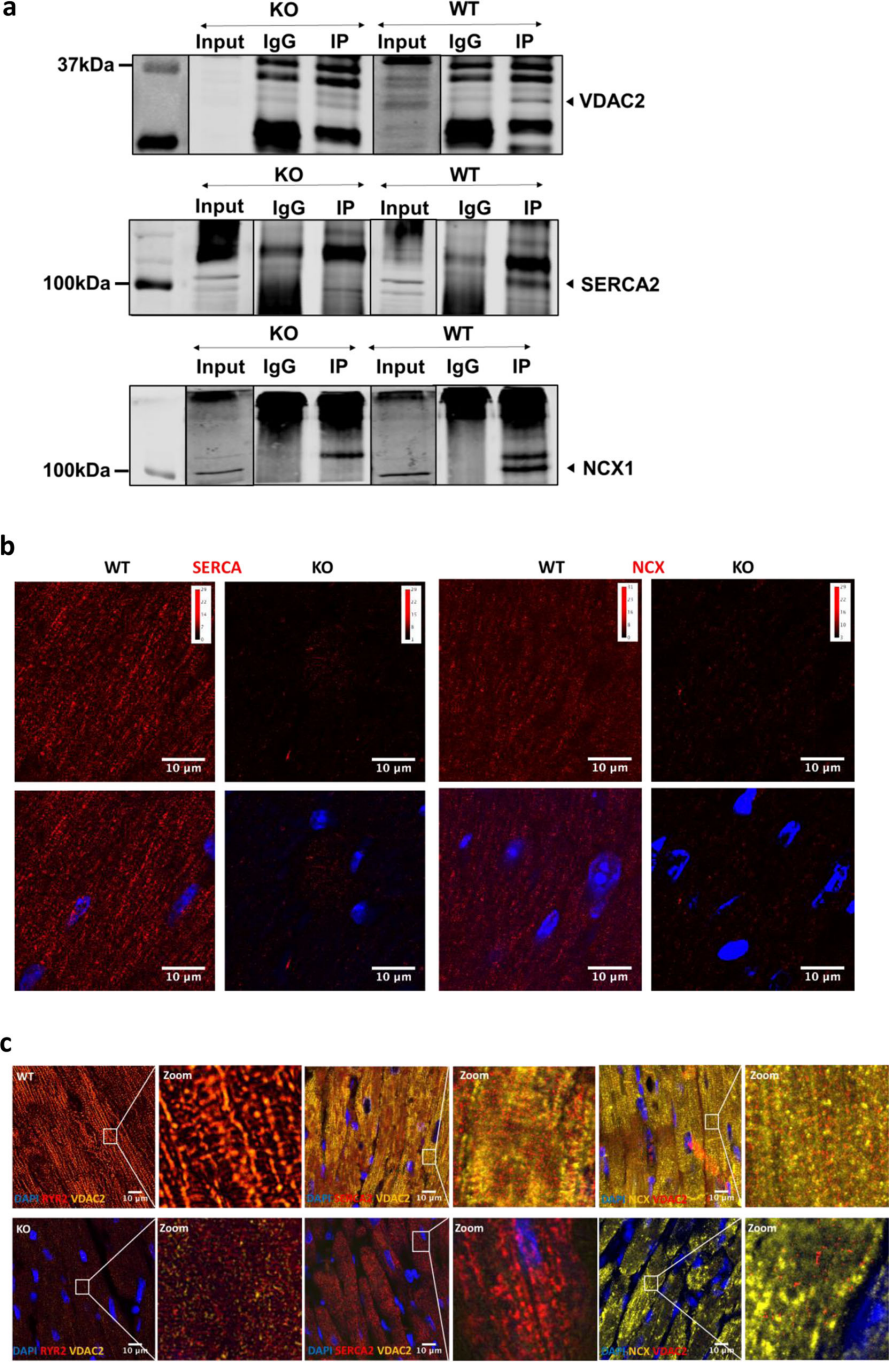
Cross-talk between mitochondria and ER/SR facilitates mitochondrial calcium cycling. **a** Representative co-immunoprecipitation image from a cardiac ventricular sample of 8-week-old mice (*n* = 3) in WT and KO (Input—non-IP sample; IgG—control antibody; IP—VDAC2 protein pull-down); **b** Representative proximity ligation assay image for VDAC2–SERCA2 and VDAC2–NCX1 interaction in 8-week-old mice (scale bar, 10 μm) (*n* = 3); **c** Representative immunofluorescence image from 16-week-old mice heart (scale bar, 10 μm) (*n* = 3).

**Fig. 5:**
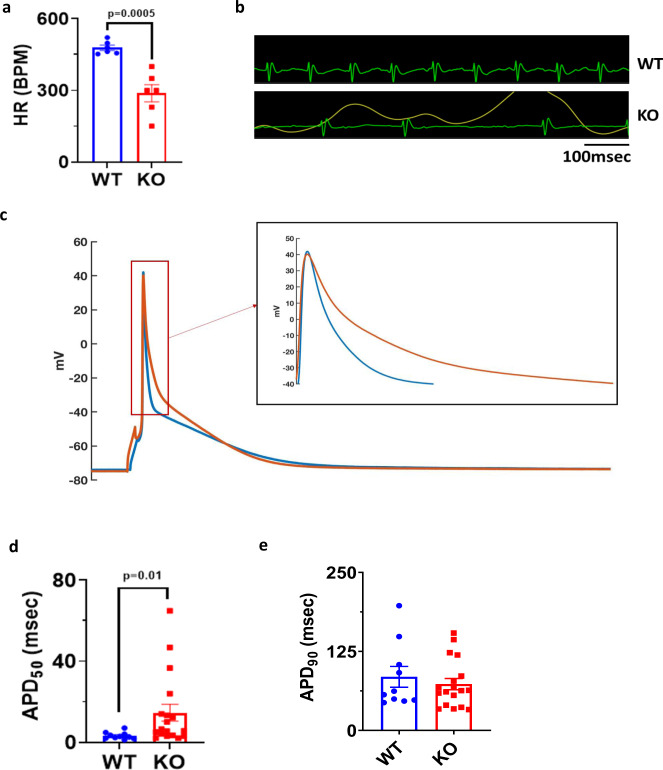
Altered action potential in VDAC2-KO cardiomyocytes. **a** Heart rate (HR), beats per minute (BPM) (*p* = 0.0005) (*n* = 6); **b** Representative ECG of 16-week-old mice (time frame, 100 ms); **c** Representative action potential image of 16-week-old mice cardiomyocyte (time frame, 100 ms); **d**, **e** Action potential repolarization duration at 50% and 90%, respectively (two-tailed Welch test: APD90 *p* = ns, APD50 *p* = 0.0148) (WT *n* = 10, KO *n* = 18, *N* = 3). *p*-value: unpaired two-tailed *t*-test and two-tailed Welch test performed. Data are represented as mean ± SEM.

### Altered mitochondrial structure and function in VDAC2-KO

Transmission electron microscopy (TEM) performed on 16-week-old KO and WT hearts showed substantial alterations in mitochondrial distribution and structure (Fig. 6a–c). KO mitochondria were significantly smaller, disoriented, and less dense compared to WT mitochondria. We did not observe any significant difference in dynamin-related protein 1 (DRP1) levels (a marker for mitochondrial fission) although it showed a trend towards an increase in KO mice (Fig. 6d, e). We also observed a significant reduction in the rate of calcium uptake in KO mitochondria suggesting VDAC2 plays an important role in mitochondrial calcium transport (Fig. 6f–h). A significant decline in MCU and NCLX protein levels was also observed in the KO (Fig. 6i–k). These proteins are known to play an important role in mitochondrial calcium transport and signaling and the decreased protein level in the KO is consistent with the slower rate of calcium uptake.

**Fig. 6:**
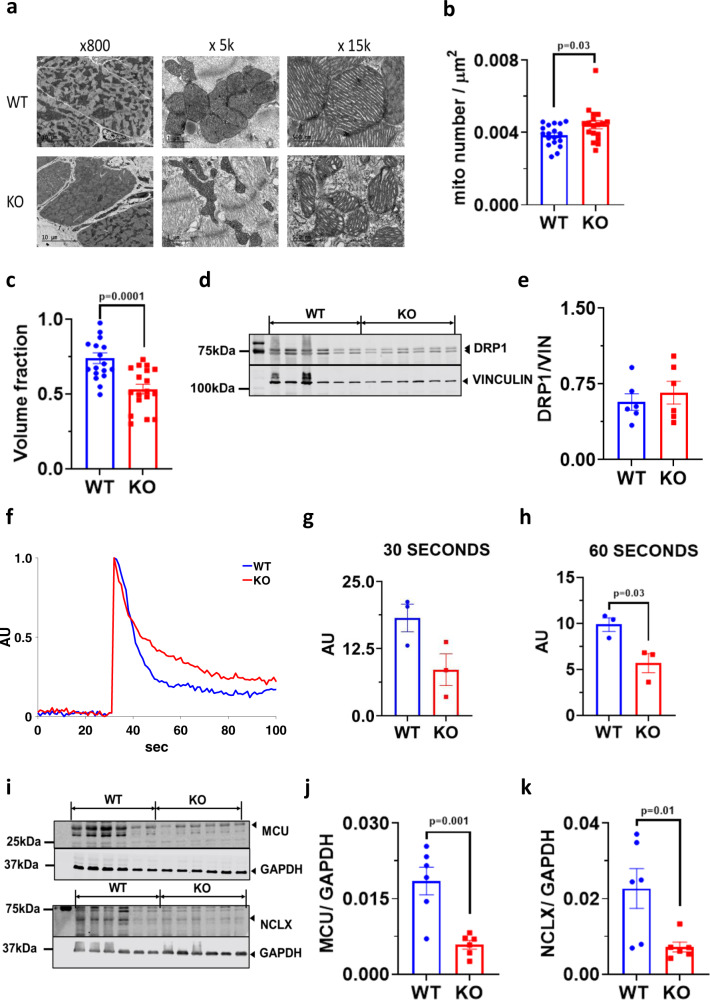
Altered mitochondrial structure and function in VDAC2-KO. **a** Representative transmission electron microscopy image at ×800, ×5000 and ×15,000 magnifications (scale bar, 10 μm, 1 μm, and 500 nm, respectively) (*n* = 3); **b** Number of mitochondria per unit area measured using Adobe Photoshop CC 2019 (*p* = 0.0365) (*n* = 18 images, *N* = 3); **c** Mitochondrial volume fraction measured using Adobe Photoshop CC 2019 using 22 × 14 grid (p = 0.0001) (*n* = 18 images, *N* = 3); **d**, **e** Western blot image of DRP1 and lane-loading control VINCULIN and quantification using Image Studio Lite (version 5.2.5) (*p* = ns) (*n* = 6); **f** Representative mitochondrial calcium uptake image produced using MATLAB (*n* = 3); **g**, **h** Mitochondrial calcium uptake in the first 30 s (*p* = ns) and 60 s of calcium pulse (*p* = 0.0300) (*n* = 3), respectively; **i**–**k** Western blot image of MCU (*p* = 0.0014) and NCLX (*p* = 0.0169) along with respective lane-loading control GAPDH and quantification using Image Studio Lite (version 5.2.5) (*n* = 6). *p*-value: unpaired two-tailed *t*-test performed in all comparisons. Data are represented as ±SEM.

### Increased cardiac fibrosis observed in VDAC2-KO

Gene expression profile showed a significant upregulation of extracellular matrix (ECM) proteins and collagen encoding genes including *Col3a1, Col5a2*, *and Mmp12* in the KO that suggests increased collagen deposition and fibrosis (Fig. 7a). 

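*Col3a1* (ENSMUSG00000026043, chromosome 1 of GRCm38 from 45311538 to 45349706) was at 656, 384, 4267, 415 and 673 CPM in libraries 1 to 5, labelled WT, and at 437, 778, 318 and 746 CPM in libraries 6 to 9, labelled KO. Its log2 fold change was -1.17 (standard error 0.77, adjusted p = 0.68 from edgeR's quasi-likelihood test). *Col5a2*, which neighbours it on chromosome 1 from 45374321 to 45503282, was at 1076.5 CPM in library 3 and between 54.2 and 116 CPM in the other libraries, with a log2 fold change of -1.74 (standard error 0.92, adjusted p = 0.68). *Mmp12* (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499) was at 3.64 ± 2.41 CPM (SD, n = 5) in the libraries labelled WT and 1.24 ± 0.73 CPM (SD, n = 4) in those labelled KO. Its log2 fold change was -1.55 (standard error 0.59, adjusted p = 0.68), and the exact two-sided permutation test of log2 CPM gave p = 0.079. The other genes of Fig. 7a, *Mfap5*, *Col12a1*, *Timp1*, *Fgl2*, *Fbn2*, *Map1a* and *Fn1*, had log2 fold changes between -3.93 for *Timp1* and -0.40 for *Fgl2*, and their lowest adjusted p was 0.68. Much of this lower level came from library 3, labelled WT, in which *Fn1* reached 1492 CPM against 28.0 to 93.1 CPM in the other libraries. Without library 3, the log2 fold change was 0.094 for *Col3a1*, 0.0012 for *Col5a2* and 0.19 for *Fn1*, while *Mmp12* stayed lower in the libraries labelled KO at -1.202 (adjusted p = 0.42), and *Vdac2* does not separate the labels in either case. From the ECM and collagen genes of Fig. 7a, the paper proposes increased collagen deposition and fibrosis in the KO, which it then measured by histology.

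**Figure D3:**
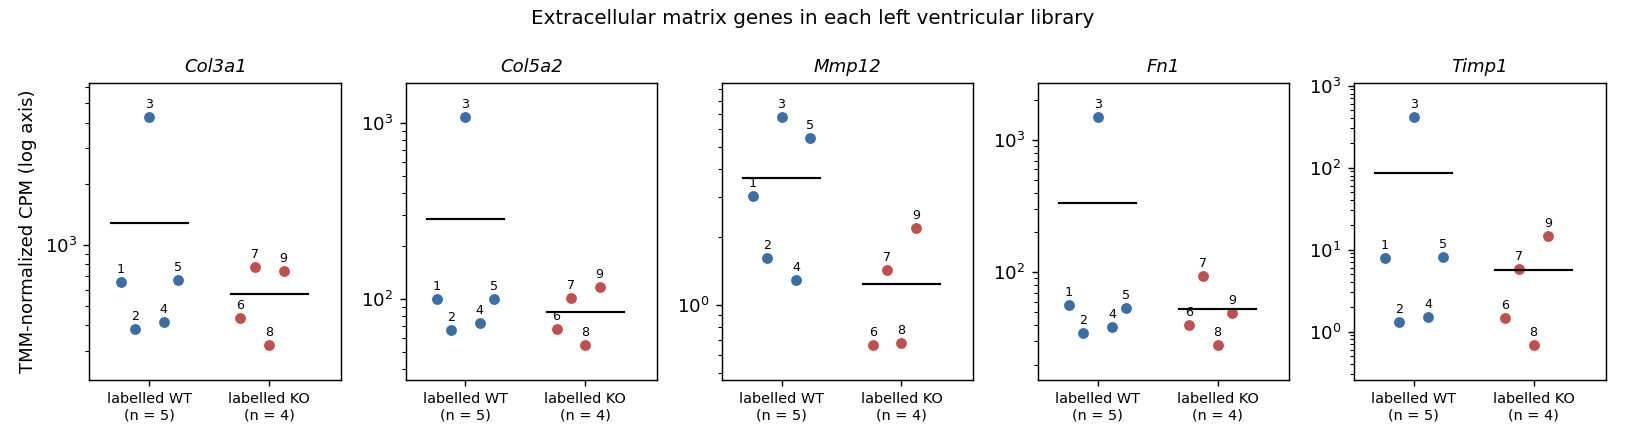
TMM-normalized CPM on a log axis of *Col3a1*, *Col5a2*, *Mmp12*, *Fn1* and *Timp1* in each library, as points numbered by library and grouped by deposited label (5 labelled WT, 4 labelled KO), with the arithmetic group mean as a line. Library 3, labelled WT, has the highest value of each gene, 4267 CPM for *Col3a1* and 413 CPM for *Timp1*.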

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis in KO mice indicated that the ECM production pathway changes reached the highest statistical significance (Fig. 7b). 

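Between the deposited labels, which *Vdac2* does not separate, 0 of the 71 genes of an ECM-receptor list that could have passed the study's filters were among the 8 genes that did, out of 13981 genes in the background (one-sided Fisher's exact test, odds ratio 0, p = 1). The list holds 92 matrix proteins and their receptors and was written by hand before the data were examined. KEGG gene lists were not used here. Among 837 Reactome pathways with 10 to 500 genes in the background, 6 held at least 1 of the 7 filtered genes that carry an Entrez identifier, and the lowest adjusted p was 0.084 (one-sided Fisher's exact test). Every pathway of the extracellular matrix held 0 of them and so shared the lowest rank, 7. With so few filtered genes, an overlap of 0 cannot decide whether these pathways changed. As a whole, 78 tested genes of the ECM-receptor list had a mean log2 fold change of -0.54 ± 0.95 (SD over genes, adjusted p = 0.019 over 8 lists from limma's camera test), and 19 of the 78 were higher in the libraries labelled KO. The 33 tested collagen genes had a mean log2 fold change of -0.50 ± 0.86 (SD over genes, adjusted p = 0.51). Without library 3 the 2 means were -0.025 (adjusted p = 0.61) and 0.14 (adjusted p = 0.094).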

Masson’s trichrome stain and TEM on 16-week-old mice hearts showed significantly higher collagen content in the KO (Fig. 7c–f). The observed increased myocardial fibrosis is consistent with adverse structural and functional myocardial remodeling and cardiomyopathy in the KO mice.

**Fig. 7:**
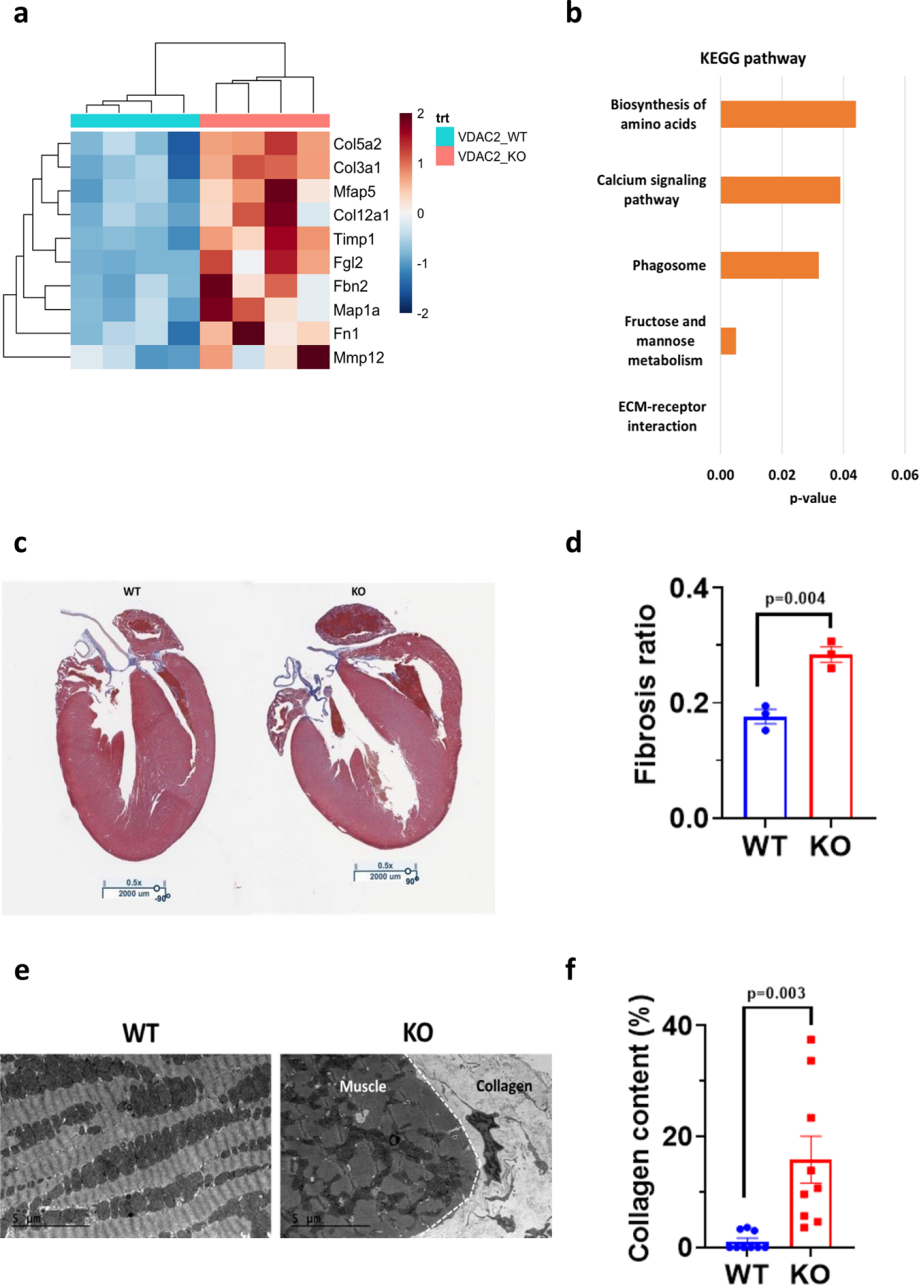
Increased cardiac fibrosis observed in VDAC2-KO. **a** Differential gene expression data from 16-week-old mice ventricular sample (*n* = 4); **b** KEGG pathway analysis of differentially expressed genes in KO indicates ECM production pathway as highest statistical significance (*n* = 4); **c** Representative Masson’s trichrome stain image (×0.5 magnification; scale bar, 2000 μm) (*n* = 3); **d** Fibrosis quantification using Aperio software and colocalization v9 algorithm (*p* = 0.0043) (*n* = 3); **e** Representative transmission electron microscopy image (scale bar, 5 μm) (*n* = 3); **f** Collagen quantification using ImageJ software (*p* = 0.0033) (*n* = 9 images, *N* = 3). *p*-value: unpaired two-tailed *t*-test performed in all comparisons. One-tail Fisher Exact test performed for KEGG pathway analysis. Data are represented as ±SEM.

### Metabolic alterations observed in VDAC2-KO

Since VDAC2 is known to interact with a number of key enzymes like phosphofructokinase (PFK) and hexokinase (HK) that are involved in glycolysis and is known to transport a number of metabolites and ATP, we also measured the RNA and protein levels of specific enzymes in key metabolic pathways. 

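The genes drawn in the volcano plot and heat map of Supplementary Fig. 4a and 4b were compared between the deposited labels, which *Vdac2* does not separate. *Mthfd2* was at 28.4, 2.74, 21.3, 2.66 and 33.9 CPM in libraries 1 to 5, labelled WT, and at 1.99, 23.6, 2.18 and 13.3 CPM in libraries 6 to 9, labelled KO, a log2 fold change of -0.80 (standard error 0.96, adjusted p = 0.77 from edgeR's quasi-likelihood test). *Asns* was at 11.6 ± 8.05 CPM (SD, n = 5) and 6.72 ± 4.85 CPM (SD, n = 4), a log2 fold change of -0.78 (standard error 0.71, adjusted p = 0.71). *Bdh1* was at 48.3 ± 22.5 CPM and 60.6 ± 33.0 CPM, a log2 fold change of 0.33 (standard error 0.43, adjusted p = 0.79). *Spp1* reached 715 CPM in library 3 and stayed between 0.177 and 7.52 CPM in the other libraries, and its log2 fold change of -5.39 had a standard error of 2.41 (adjusted p = 0.68). *Psat1*, *Aldh18a1*, *Cdk1*, *Aldh1l2*, *Aldh1a2*, *Plpp2*, *Ptpro* and *Akr1b8* had log2 fold changes from -2.26 to -0.10, and *Pfkfb1*, *Pdp2* and *Fbp2* from 0.26 to 0.43, none with an adjusted p under 0.05. In the volcano plot, *Gm7832* (chromosome 5, 91760696 to 91761575) is a processed pseudogene of *Vdac2* that can share its reads, since 23.7% of its 50-base stretches occur unchanged in a *Vdac2* transcript, and *Comtd1* overlaps the 3′ end of *Vdac2* on the opposite strand by 25 bases. The level of *Gm7832* is therefore uncertain where the counting was not limited to unique reads. *Gm7832* had a log2 fold change of 0.080 (standard error 1.16) and *Comtd1* one of -0.27 (standard error 0.71).

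Over lists written before the data were examined, the mean log2 fold change was 0.013 ± 0.41 (SD over 21 genes, adjusted p = 0.049 from limma's camera test) for glycolysis, 0.33 ± 0.27 (SD over 27 genes, adjusted p = 5.6e-06) for the TCA cycle and -0.20 ± 0.51 (SD over 27 genes, adjusted p = 0.76) for glycolytic accessory enzymes. All 27 TCA cycle genes had a higher estimate in the libraries labelled KO, and 0 had an adjusted p under 0.05. In library 3 alone the mean standardized level of the TCA cycle list was -2.39, against -0.029 to 0.738 in the other libraries, and without it the mean log2 fold change was 0.13 (adjusted p = 0.094).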

The volcano plot from RNA sequencing data showed significant differences in enzymes involved in metabolism and we observed an overall downregulation of enzyme levels involved in glycolysis, tricarboxylic acid (TCA) cycle, and glycolytic accessory pathways. Specifically, enzymes including transketolase (TKT), succinyl-CoA ligase (SUCLA2), pyruvate dehydrogenase (PDH), and pyruvate carboxylase (PC). However, no significant difference was observed in fatty acid oxidation (FAO) pathways (Supplementary Fig. 4a–o). 

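For the fatty acid oxidation list, all 36 genes were tested. Their mean log2 fold change between the libraries labelled KO and WT was 0.18 ± 0.23 (SD over genes, adjusted p = 0.00032 from limma's camera test), and 32 of the 36 were higher in the libraries labelled KO. The test ranks the list against other genes, and 0 of its genes had an adjusted p under 0.05 in edgeR's test, with 1 gene at an unadjusted value under 0.05. Library 3, labelled WT, had a mean standardized level of -1.98 for the list, against 0.019 to 0.509 in the other libraries. Without library 3 the mean log2 fold change was 0.013 (adjusted p = 0.61). *Vdac2* does not separate the labels.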

VINCULIN and GAPDH were used as lane-loading controls and we observed no difference in these protein levels between WT and KO (Supplementary Fig. 4p).

### No significant difference in mitochondrial ROS production

VDAC2-KO did not show a significant difference (compared to WT) in reactive oxygen species (ROS) production upon inhibition of complex I and complex III using rotenone and antimycin, respectively (Supplementary Fig. 5a–d). However, we found a trend (*p* = 0.08) towards a decrease in complex II in the KO (Supplementary Fig. 5e–i).

### Unaltered mitochondrial respiration

Oxidative phosphorylation (OXPHOS) measurements with LV myocardial tissue showed no difference in mitochondrial oxygen consumption between the WT and KO under normal conditions (Supplementary Fig. 6a–i). This suggests that VDAC2 is not essential for normal mitochondrial respiration despite its role in calcium signaling. These results are similar to those observed in previous publications with MCU-KO^11,18^.

### Partial rescue of HF phenotype upon VDAC2 re-introduction

Cardiac ventricular myocyte-specific reintroduction of VDAC2 in KO and WT mice was assessed using western blot and qRT-PCR (Fig. 8a, b). Serial echocardiography was performed on these mice up to 10 weeks post-injection (16-week-old mice) to get comparable results. Cardiac structural and functional improvement was observed in KO mice injected with AAV9-αMHC-VDAC2-GFP vector evident from relative improvement in EF, FS, and LV volumes and from a decrease in LV diameter compared to KO mice injected with control AAV9-αMHC-GFP vector (Fig. 8c–g). Complete rescue of the phenotype was not observed, however, the re-introduction of VDAC2 aided in better cardiac functioning.

**Fig. 8:**
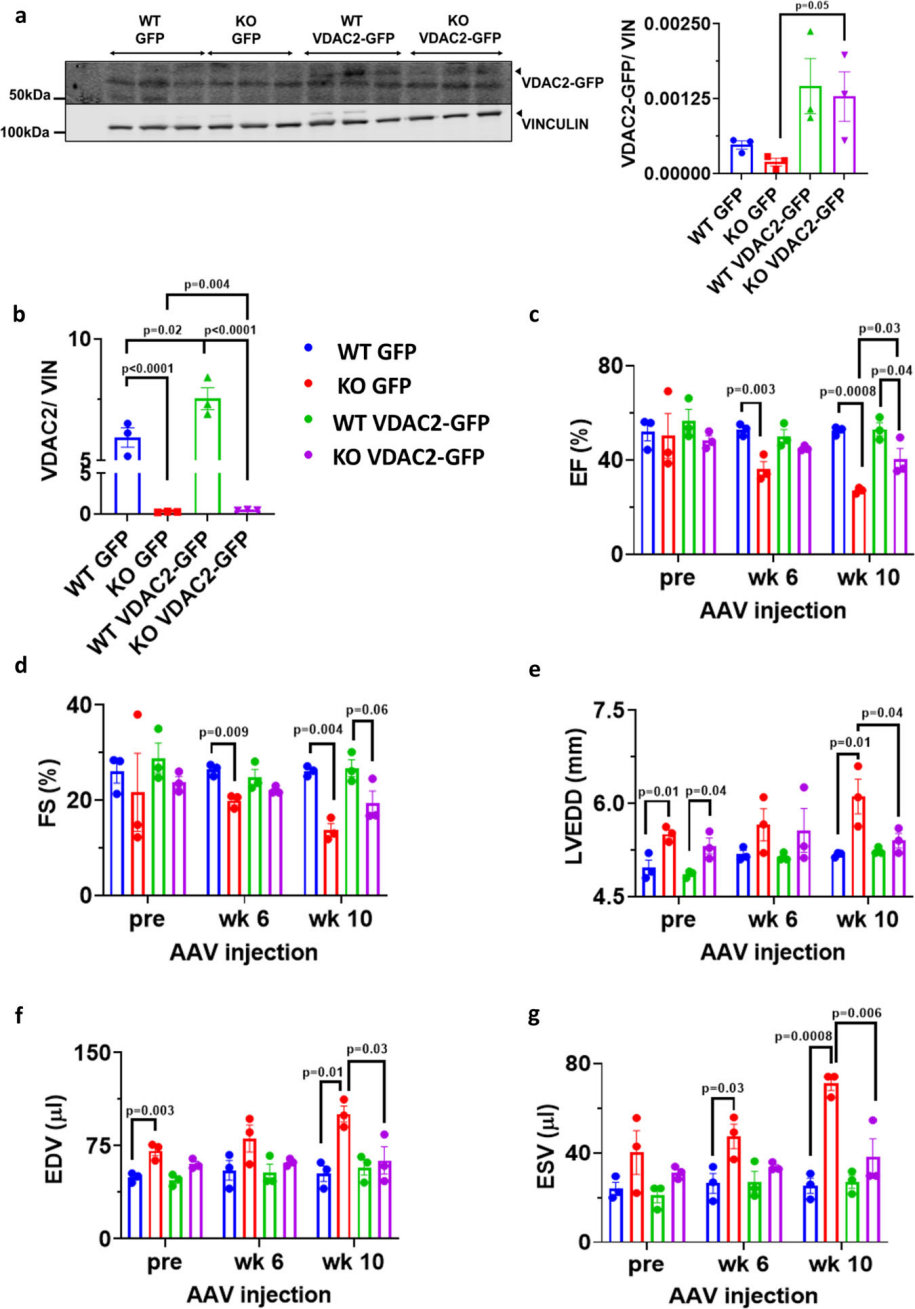
Partial rescue of HF phenotype upon VDAC2 reintroduction. **a** Western blot image of VDAC2-GFP and lane-loading control VINCULIN and quantification using Image Studio Lite (version 5.2.5) (KO GFP vs. KO VDAC2-GFP *p* = 0.0568) (*n* = 3); **b** qRT-PCR of *Vdac2* normalized to *Vcl* (Vinculin) (KO GFP vs. KO VDAC2-GFP *p* = 0.0044) (*n* = 3); **c**–**g** Serial echocardiography parameter including ejection fraction (EF) (week 6: WT GFP vs. KO GFP *p* = 0.0036, week 10: WT GFP vs. KO GFP *p* = 0.0008, WT VDAC2-GFP vs. KO VDAC2-GFP *p* = 0.0456, KO GFP vs. KO VDAC2-GFP *p* = 0.0359), fractional shortening (FS) (week 6: WT GFP vs. KO GFP *p* = 0.0091; week 10: WT GFP vs. KO GFP *p* = 0.0043, WT VDAC2-GFP vs. KO VDAC2-GFP *p* = 0.0652), left ventricular end diastolic diameter (LVEDD) (pre: WT GFP vs. KO GFP *p* = 0.0169, WT VDAC2-GFP vs. KO VDAC2-GFP *p* = 0.0407; week 10: WT GFP vs. KO GFP *p* = 0.0107, KO GFP vs. KO VDAC2-GFP *p* = 0.0444), end diastolic and end systolic volumes (EDV (pre: WT GFP vs. KO GFP *p* = 0.0032; week 10: WT GFP vs. KO GFP *p* = 0.0104, KO GFP vs. KO VDAC2-GFP *p* = 0.0378) and ESV (week6: WT GFP vs. KO GFP *p* = 0.03, week 10: WT GFP vs. KO GFP *p* = 0.0008, KO GFP vs. KO VDAC2-GFP *p* = 0.0066)) respectively (*n* = 3). *p*-value: unpaired *t*-test performed in all comparisons between KO GFP and KO VDAC2-GFP in panels **a** and **b**. Ordinary one-way ANOVA was performed for echocardiographic data and panel **b**. Data are represented as ±SEM.

### VDAC2 as a pharmacological target for HF

We show that VDAC2 regulates cardiac calcium signaling without having major effects on bioenergetics and VDAC2 deletion causes DCM, making it a candidate structure for HF therapy. We therefore, addressed the question of increasing VDAC2s calcium uptake activity could enhance cardiac contractile force in HF. Therefore, we used the established model of pressure overload-induced HF by transverse aortic constriction (TAC). Since the administration of efsevin to mice is difficult for more than a few days due to its short plasma half-life time and efsevin is not orally bioavailable, we took advantage of organotypic heart slices and investigated the effect of efsevin on myocardial contractile strength. Strikingly, efsevin enhanced contractile strength and accelerated relaxation in both control and failing hearts (Fig. 9a, b).

**Fig. 9:**
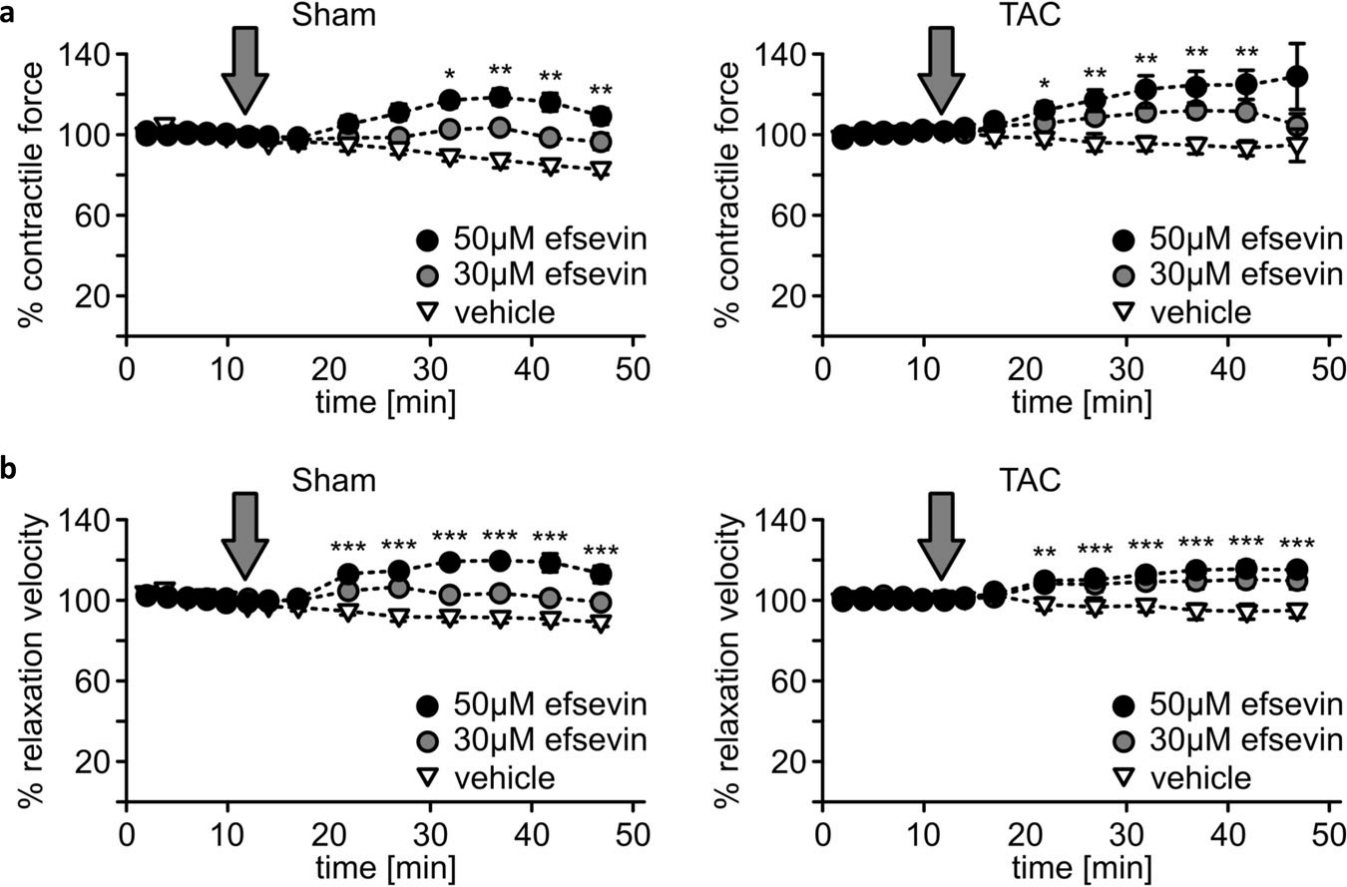
Enhanced contractile force and accelerated relaxation speed in myocardial tissue upon VDAC2 activation. **a** Measurement of relative contractile force in organotypic myocardial slices from both Sham- (left panel) and TAC-operated mice (right panel) after superfusion with either 30 or 50 µM of the VDAC2 agonist efsevin. Each dot represents the quantification of twitch amplitudes over 20 s at indicated time points. The gray arrow indicates the start of efsevin superfusion (left panel: DMSO vs. 30 μM Efsevin: 10 min *p* = 0.016, 32 min *p* = 0.010, 37 min *p* = 0.0004, 42 min *p* = 0.0012 and 47 min *p* = 0.0062; DMSO vs. 50 μM Efsevin: 22 min *p* = 0.0007, 27–47 min *p* < 0.0001, respectively) (right panel: DMSO vs. 30 μM Efsevin: 17 min *p* = 0.0038, 22 min *p* = 0.0009, 27 min *p* = 0.00031, 32 min *p* = 0.00029, 37 min *p* = 0.00015, 42 min *p* = 0.00073; DMSO vs. 50 μM Efsevin: 22 min *p* = 0.0218, 27 min *p* = 0.0044, 32 min *p* = 0.0037, 37 min *p* = 0.0031, 42 min *p* = 0.0034). **b** Relaxation speed of twitches of myocardial slices shown in a (*N* = 8, *n* = 22 slices for TAC, *N* = 6, *n* = 14 slices for Sham) (left panel: DMSO vs. 30 μM Efsevin: 22 min *p* = 0.0072, 27 min *p* = 0.00019, 32 min *p* = 0.044, 37 min *p* = 0.0125, 42 min *p* = 0.0145, 47 min *p* = 0.0308; DMSO vs. 50 μM Efsevin: 22–47 min *p* < 0.0001 respectively) (right panel: DMSO vs. 30 μM Efsevin: 22 min *p* < 0.0001, 27 min *p* = 0.0001, 32 min *p* < 0.0001, 37 min *p* < 0.0001, 42 min *p* = 0.0001, 47 min *p* = 0.0002; DMSO vs. 50 μM Efsevin: 22 min *p* = 0.002, 27 min *p* = 0.0001, 32–42 min *p* < 0.0001, respectively, 47 min *p* = 0.0001). *p*-value: unpaired *t*-test performed in all comparisons. *<0.05, **<0.01 and ***<0.001. Data are represented as ±SEM.

## Discussion

In this study, we investigated the role of VDAC2 in the heart by creating a cardiac ventricular myocyte-specific deletion of VDAC2 using α-Myosin heavy chain (αMHC) promoter. We observed increased postnatal mortality along with severe impairment in cardiac structure and function consistent with DCM. Our gene and protein studies suggested altered calcium signaling in the KO mice. In agreement with these data, the KO showed smaller calcium transients, a slower decay time, and a slower rate of calcium release. Substantial adverse cardiac remodeling and mitochondrial disorganization along with slower mitochondrial calcium uptake were also observed in the KO indicating that VDAC2 plays a crucial role in cardiac functioning by maintaining mitochondrial and cellular calcium homeostasis. Additionally, reintroduction of VDAC2 in young-KO mice showed a partial rescue of the cardiomyopathy phenotype suggesting the importance of VDAC2 in normal cardiac functioning.

Mitochondria–ER/SR interactions have long been studied and it is commonly believed that this interaction is crucial for mitochondrial calcium dynamics^9,19,20^. Mitochondria are known to recognize calcium-rich niches near SERCA2, RYR2, and NCX1 where major calcium transport happens^21^. We show in this study that the crosstalk of VDAC2 with both calcium release through—RYR2 and diastolic calcium removal by SERCA2 and NCX1 plays an important role in determining cellular calcium homeostasis and when this crosstalk is lost, there is a significant impairment in both mitochondrial and cytosolic calcium signaling. We also observed a significant reduction in most calcium handling proteins like RYR2, SERCA2, NCX1, and CASQ2 in VDAC2-KO mice. While these results are unexpected, they might be explained by different hypotheses: It is feasible that the lack of mitochondrial calcium uptake specifically through the loss of RYR2–VDAC2 connection results in a lack of energy demand which was shown to depend on mitochondrial calcium uptake^22^. In this scenario the basic metabolism of VDAC2-KO cells would be comparable to WT (as demonstrated in our results), while they are unable to adapt to higher workload under stress situations and might consecutively down-regulate calcium handling proteins. Alternatively, the down-regulation might be a result of compensatory mechanism to the slower rate of calcium uptake observed in the KO. Additionally, a down-regulation due to loss of structural integrity of the myocardium as observed in our experiment is feasible. Also, our data stands in contrast to previous observations that knock-down of VDAC2 in HL-1cells did not alter expression levels of calcium handling proteins^10^. However, major differences between the model systems might explain these discrepancies: Partial inhibition of VDAC2 (~75%) was achieved using viral transduction and cells were cultured in vitro for limited time. It is thus feasible that the down-regulation of these proteins is masked either by the remaining VDAC2 expression, the lack of triggers present in vivo-like pressure or adrenergic stimulation, or that these translational changes only manifest after a longer time.

The significant impairment in SR-mediated calcium release and uptake in VDAC2-KO mice can be associated with reduced RYR2 and SERCA2 activities, respectively. We also observed a significant downregulation of total and phosphorylated PLN in VDAC2-KO which may account for the reduced SERCA2 activity and slower rate of decline in calcium transient. Additionally, the varying molecular weights seen in total PLN protein is likely due to post-translational modification of PLN by phosphorylation at different sites or different combination of sites including Ser10, Ser16, and/or Thr17. Therefore, an average intensity of the bands was taken and normalized with GAPDH^23–25^. Our co-IP studies suggest an interaction of VDAC2 with SERCA2. We propose that this interaction might be important for facilitating mitochondrial calcium uptake and also indirectly influencing cytosolic calcium signaling. Another pathway for calcium extrusion from the cytoplasm is through NCX1 and we observed that VDAC2 interacts with NCX1. This interaction, similar to that with SERCA2 and RyR2, is also likely to influence cellular calcium signaling. Sub-cellular regions near RyR2, SERCA2, and NCX1 act as calcium compartments with markedly different calcium concentration than the bulk cytosol and both the interaction of VDAC2 with calcium handling proteins and the localization of mitochondria near these regions indicates a substantial role of mitochondrial calcium uptake for cellular calcium handling. We propose that upon disruption of this interaction, there is less overall mitochondrial calcium uptake and reduced cytosolic calcium clearance which leads to impaired intracellular calcium signaling (Supplementary Fig. 7).

In agreement with other studies, we showed that VDAC2 is crucial for cellular calcium cycling and normal cardiac functioning, thereby making it a promising therapeutic target for DCM and chronic HF^6,15^. To test this hypothesis, we investigated the potency of efsevin as a therapeutic agent for the treatment of HF. Indeed, efsevin enhanced contractile force in organotypic tissue slices of failing murine myocardium, establishing VDAC2 as a promising target for HF.

HF is associated with an increased risk for arrhythmia and efsevin was previously suggested to suppress arrhythmogenesis in cardiomyocytes^13,14^ suggesting a role for VDAC2 also as a protective pathway against arrhythmia. This data is backed up by our findings, that VDAC2-KO mice also experienced arrhythmias. We hypothesize that the altered calcium signaling (reduced CASQ2, RYR2, and SERCA2 activities) has the potential to cause these arrhythmias^26,27^. 

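*Cacna1c* (ENSMUSG00000051331, chromosome 6 of GRCm38 from 118587240 to 119196418), which encodes the pore-forming subunit of the cardiac L-type calcium channel, was at 300.4 ± 113 CPM (SD, n = 5) in the left ventricular libraries labelled WT and 338 ± 61.3 CPM (SD, n = 4) in those labelled KO. The log2 fold change was 0.17 (standard error 0.33, adjusted p = 0.86 from edgeR's quasi-likelihood test), and without library 3, labelled WT and at 105 CPM, it was -0.055. *Vdac2* does not separate these labels.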

The reduced CASQ2 activity suggests reduced RyR2 sensitivity to cytosolic calcium which in turn explains the reduced gene expression of L-type calcium channel^28^. Additionally, the expression of T-type calcium channels in the adult KO myocardium is indicative of disease states such as cardiomyopathies and HF where increased expression of T-type channels in adult ventricular myocytes leads to increased susceptibility to arrhythmias^29,30^. 

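Of the other T-type calcium channel gene with a level in the left ventricle, *Cacna1g* (ENSMUSG00000020866, chromosome 11 of GRCm38 from 94408391 to 94474198), the libraries labelled WT held 5.96 ± 2.22 CPM (SD, n = 5) and those labelled KO 7.82 ± 1.62 CPM (SD, n = 4). Its log2 fold change of 0.39 (standard error 0.33, adjusted p = 0.70 from edgeR's quasi-likelihood test) came with overlapping values, between 2.13 and 7.53 CPM under the WT label and between 6.28 and 10.1 CPM under the KO label, and *Vdac2* does not separate the labels.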

The cellular patch-clamp experiments in the VDAC2-KO showed a tendency towards increased early after depolarizations perhaps due to reactivation of these calcium channels^31^. 

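Among genes of the transient outward potassium current, *Kcnd2* was at 38.1 ± 20.2 CPM (SD, n = 5) in the libraries labelled WT and 58.1 ± 8.65 CPM (SD, n = 4) in those labelled KO, a log2 fold change of 0.61 (standard error 0.53, adjusted p = 0.71 from edgeR's quasi-likelihood test). *Kcnip2*, which encodes a channel-interacting protein, was at 93.9 ± 50.3 CPM and 138 ± 8.98 CPM, a log2 fold change of 0.55 (standard error 0.64, adjusted p = 0.76). *Kcnd3* had a log2 fold change of -0.062 (standard error 0.30) and *Kcna4* one of 0.39 (standard error 0.18), with adjusted p = 0.94 and 0.68. Library 3, labelled WT, was lowest for 3 of these genes, at 4.56 CPM for *Kcnd2*, 5.15 CPM for *Kcnip2* and 8.90 CPM for *Kcnd3*. Without library 3, the log2 fold change was 0.31 for *Kcnd2*, 0.24 for *Kcnip2*, -0.28 for *Kcnd3* and 0.44 for *Kcna4*. *Vdac2* does not separate these labels.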

We also observed a significantly longer APD_50_ in the KO which can be explained by the genetic downregulation of the transient outward channel thereby making VDAC2 influence on the cardiomyocyte even more prominent.

VDAC2–tubulin interaction and VDAC2–PFKP interaction have been studied in cancer metabolism research were specifically targeting VDAC2 has shown to down-regulate glycolysis thereby preventing cancer cell growth and proliferation^32,33^. In agreement with this work, we also observed significant alterations in a number of enzymes involved in glucose metabolism, its accessory pathways, and the TCA cycle but no difference was observed in FAO or electron transport chain (ETC). This unaltered FAO and ETC may help explain the relatively unaltered mitochondrial respiration since these metabolic pathways provide the necessary ATP.

VDAC2 plays an important role in apoptosis by interacting with BAK, a proapoptotic protein, and keeping it inactive^34^. Essentially, VDAC2–BAK interaction prevents cellular apoptosis, and *Vdac2* deletion results in free (or active) BAK thus causing excessive apoptosis^35^. We hypothesize that this increased apoptosis during late cardiac development might contribute to the increased fibrosis observed in our VDAC2-KO mice.

Calcium release into the cytoplasm is mainly mediated by the RyR2 and previous publications have established the importance of physical interaction between VDAC2 and RyR2 for normal calcium transport into the mitochondria^10^. Mitochondrial calcium uptake was significantly impaired in our VDAC2-KO mice indicating the importance of VDAC2 in mitochondrial calcium transport. A similar reduction in mitochondrial calcium uptake was observed in MCU-KO mice, however, no other phenotypical difference was observed between the MCU-WT and MCU-KO^36^, indicating differences in the role of these two transporters incellular calcium handling. One explanation derived from this work is that VDAC might act as a scaffolding protein to link the MCU to other calcium handling proteins and thus creating cellular calcium microdomains, while MCU might serve as the controller of mitochondrial calcium uptake. This is in line with observations that VDAC2 was described to be a vividly interacting channel^20^.

Overall, our findings highlight the importance of VDAC2 in influencing ECC and cardiac disease progression. Previous research has shown that increased calcium uptake through VDAC2 (using efsevin) reverses arrhythmic phenotypes. Here, we demonstrate the crucial role of VDAC2 in ECC and the pathogenesis of DCM and provide reasonable evidence for VDAC2 to serve as a therapeutic target for HF. Thus, drugs targeting VDAC2 might fulfill a double role by suppressing cardiac arrhythmia and enhancing cardiac function.

## Methods

### Animals and animal care

All animal studies were performed in accordance with the University of Iowa Animal Care and Use Committee (IACUC). All procedures involving animals were approved by the Animal Care and Use Committee of the University of Utah and complied with the American Physiological Society’s *Guiding Principles in the Care and Use of Animals* and the UK Animals (Scientific Procedures) Act 1986 guidelines. The mice were housed in 12 h dark/light cycle at 70 °F and 40% humidity.

### Generation of cardiac-specific knockout

C57BL6J mice were used for all experiments. Both male and female mice were used for all experiments. *Vdac2* flox/flox mice were obtained from Ren et al. ^35^. The founder mice were cross-bred with transgenic αMHC-Cre (Jackson Laboratory#009074)^37^ and the resulting heterozygous (*Vdac2* flox/+; αMHC-Cre) mice were crossed to obtain a cardiac ventricular myocyte-specific deletion of VDAC2.

### Echocardiographic analysis

Mice were anesthetized with 1.5% Isoflurane (Vet One, NDC13985-046-60) during echocardiography. Echocardiographic images were taken on the Vivo system. Echoes were performed serially from embryonic age 17 to 16 weeks post-natal. 2D long-axis and short-axis views were obtained and used for analysis using Vivo strain software (version 3.1.1). Two consecutive cardiac cycles were used for all the measurements. Limb leads were used to record an electrocardiogram (ECG).

### Collagen content evaluation/Masson’s trichrome stain

Mice were euthanized using sodium pentobarbital (NDC76478-501-50). Hearts were harvested and formalin-fixed for 48 h followed by paraffin embedding. 5 μm thick sections were cut and stained with Trichrome for fibrosis analysis using the Dako automated special strainer. The slides for fibrosis analysis were scanned under ×20 and analyzed using Aperio Image Scope software (version 12.3.2.8013) (using the colocalization v9 algorithm)^38^. A ratio of the total stained area to the collagen-stained area was reported.

### Cardiomyocyte isolation

Adult mice were anesthetized with sodium pentobarbital (50 mg kg^−1^) and the excised heart was attached to an aortic cannula and perfused with solutions gassed with 100% O_2_ and held at 37 °C, pH 7.3. Perfusion with a 0 mM Ca^2+^ solution for 5 min was followed by 15 min of perfusion with the same solution containing 1 mg ml^−1^ collagenase (type II, Worthington Biochemical, Freehold, NJ, USA) and 0.1 mg/ml protease (type XIV, Sigma Chemical, catalog #P5147). The heart was then perfused for 1 min with a stopping solution (the same solution containing 20% serum and 0.2 mM CaCl_2_). All perfusions were performed at a flow rate of 2 ml min^−1^. The atria were removed and the ventricles were minced and shaken for 10 min, and then filtered through a nylon mesh. Cells were stored at 37 °C in a normal HEPES buffered solution. All myocytes used in this study were rod-shaped, had well-defined striations, and did not spontaneously contract. Experiments were performed within 7 h of isolation.

### Cell super-fusion chamber

The Plexiglas cell bath had a clear glass bottom and was mounted on the stage of an inverted microscope (Diaphot, Nikon, Japan). The temperature of the solutions in the super-fusion chamber was 36 ± 0.3 °C. Bathing solutions flowed continuously through the bath at 4 ml min^−1^, and solution depth was held at ~2–3 mm. Exchange of the bath solution required ~5 s. The bottom of the bath was coated with laminin (Collaborative Research, Bedford, MA, USA) to improve cell adhesion.

### Cell bathing solutions and pipette filling solutions

The normal control bathing solution contained (mM): 126.0 NaCl, 11.0 dextrose, 4.4 KCl, 1.0 MgCl_2_, 1.08 CaCl_2_, and 24.0 HEPES titrated to pH 7.4 with 1 M NaOH. The pipette solution used for recording APs contained (mM): 110.0 KCl, 5.0 NaCl, 5.0 MgATP, 5.0 phosphocreatine, 1.0 NaGTP, 10.0 HEPES titrated to pH 7.2 with 1 M KOH.

### AP measurement

Transmembrane potential (*V*_m_) was measured with borosilicate glass suction pipettes (resistance 1–2 MΩ when filled) connected to an Axoclamp 2B amplifier system (Axon Instruments/Molecular Devices) in bridge mode^39^. The *V*_m_ signal was filtered at 5 kHz, digitized at 50 kHz with a 16-bit A/D converter (Digidata 1322A), and analyzed using PCLAMP 8 software (Molecular Devices). APs were triggered with brief (2–3 ms) square pulses of depolarizing intracellular current (~2 nA). APD_50_ and APD_90_ were measured.

### Intracellular calcium concentration measurement

Calcium transients were detected in single myocytes with an epifluorescence system using the fluorescent indicator, Fluo-4. Cells were incubated in the normal control solution containing 12.5 µM Fluo4-AM (Invitrogen, catalog#F14201) and 0.3 mM probenecid (Sigma, catalog #P8761) at 30 °C for 20 min. The cells were then continuously bathed in the same solution containing no indicator. Probenecid (0.3 mM) was included in the bathing solutions to help retard fluo-4 loss from the cells. Fluorescence emission (535 nm, bandpass filter) was collected with a photomultiplier tube via a ×40 objective during continuous excitation at 485 nm. Calcium transients were elicited with field stimulation at a cycle length of 1 s.

### TEM and analysis

LV transmural samples from 16-week-old mice were used for this study. Tissue samples were fixed overnight at 4 °C in 0.1 M sodium cacodylate buffer containing 1% paraformaldehyde and 2.5% glutaraldehyde. Samples were washed with the same buffer and post-fixed for 2 h in 2% osmium tetroxide buffered with cacodylate buffer. Samples were then rinsed in nano-pure water and stained with en-bloc stain for 1 h at room temperature in uranyl acetate. Tissues were then dehydrated through a graded series of ethanol: 10 min in 50%, 3 × 10 min in 70%, 2 × 10 min in 95%, 4 × 10 min in absolute ethanol, and 3 × 10 min with absolute acetone. Samples were incubated at room temperature in a gradually increasing concentration of epoxy resin (Electron Microscopy Science, Hatfield, PA) to facilitate infiltration. Samples were then transferred to 50% resin in acetone for 1 h and overnight in 75% resin in acetone. Samples were then transferred to 100% resin for 8 h with three fresh resin changes. Samples were then embedded and polymerized at 60 °C for 48 h. Ultrathin sections (70 nm) were obtained with a diamond knife (Diatome) using Leica UC6 (Leica Microsystems, Vienna, Austria). Sections were post-stained with saturated uranyl acetate for 10 min followed by Reinold stain for 5 min. Sections were imaged at 120 kV with JEOL 1400 Plus^40^. Mitochondrial density and number analysis were performed using Adobe Photoshop tool using ×1500 images. A 22 × 14 grid was used for density measurements. The same images were used for collagen quantification using Fiji software. The ratio of collagen area to total area was reported.

### Mitochondria isolation and calcium uptake

Mice were euthanized using carbondioxide for 3 min and the heart was excised. The atria were removed and the ventricles were used for mitochondria isolation using differential centrifugation^41^. Protein estimation was performed using Pierce Assay. 100 μg of protein was used per trial, resuspended in 100 µL of a solution containing (in mM): 125.0 KCl, 20.0 HEPES, 10.0 K_2_HPO_4_, 5.0 Glutamate, 5.0 Malate, and 1 μM Oregon Green BAPTA/6F (pH 7.2 with 1 M KOH). Imaging was performed on a Biotek Cytation 5 instrument in 96-well flat-bottomed plates. Baseline measurements were taken for 30 s and 12 μM calcium chloride was injected and the fluorescence (excitation 490 nm, emission 517 nm) was measured for 3 min to obtain the calcium uptake slope.

### Retro-orbital injections

6-week-old WT and KO mice were randomly chosen to receive either AAV9-αMHC-VDAC2-GFP vector or control AAV9-αMHC-GFP vector. *N* = 3 mice were used in each group and a total of four groups were used (WT-AAV and KO-AAV received the vector with VDAC2 and WT-GFP and KO-GFP received control vector). A concentration of 3.1 × 10e12 VG kg^−1^ was used for each injection and the mice were serially echoed for 10 weeks post-injection.

### RNA extraction, sequencing, and qRT-PCR

miRNeasy Mini kit (Qiagen) was used for RNA extraction from the LV transmural sample. The extracted RNA was used for total RNA sequencing (RNA Seq). Agilent RNA Screen Tape Assay was used for QC experiments. Illumina TruSeq Stranded RNA kit was used for library preparation and Ribo-Zero Gold was used to remove rRNA and the sequencing was performed on an Illumina HiSeq 2500 with 50 bp single-end reads. The same RNA was used for cDNA synthesis (NEB #E3010S) and qRT-PCR was performed using *Vdac2* and *Vcl* (VINCULIN) primers (Table 1).

**Table 1:** List of antibodies used.

Resource	Concentration	Identifier	Source
*Western blot-antibodies*			
Voltage-dependent anion-selective channel protein 2 (VDAC2)	1:1000	9412S	Cell Signaling Technology
Voltage-dependent anion-selective channel protein 1 (VDAC1)	1:1000	ab14734	Abcam
Voltage-dependent anion-selective channel protein 3 (VDAC3)	1:1000	ab130561	Abcam
Vinculin	1:1000	13901S	Cell Signaling Technology
Glyceraldehyde 3-phosphate dehydrogenase (GAPDH)	1:1000	5174S	Cell Signaling Technology
Transketolase (TKT)	1:500	8616S	Cell Signaling Technology
Methylenetetrahydrofolate dehydrogenase 1 (MTHFD1)	1:500	sc-271412	Santa Cruz Biotech
Aldolase B (ALDOB)	1:200	sc-365449	Santa Cruz Biotech
Serine hydroxymethyltransferase 1 (SHMT1)	1:500	80715	Cell Signaling Technology
Isocitrate dehydrogenase (IDH1/2)	1:500	sc-373816	Santa Cruz Biotech
Phosphofructokinase 1 (PFK1)	1:500	sc-166722	Santa Cruz Biotech
Pyruvate carboxylase (PC)	1:1000	NBP1-49536	Novus Bio
Pyruvate dehydrogenase (PDH)	1:500	3205S	Cell Signaling Technology
Lactate dehydrogenase (LDH)	1:1000	3582S	Cell Signaling Technology
Hexokinase 1 (HK1)	1:500	2024S	Cell Signaling Technology
Calsequestrin 2 (CASQ2)	1:500	ab3516	Abcam
Citrate synthase (CS)	1:1000	14309S	Cell Signaling Technology
Succinyl Co-A synthetase (SUCLG2)	1:1000	8071S	Cell Signaling Technology
Succinate dehydrogenase A (SDHA)	1:1000	5839S	Cell Signaling Technology
Sodium–calcium exchanger 1 (NCX1)	1:500	ab151608	Abcam
Sarcoplasmic endoplasmic reticular calcium ATPase 2 (SERCA2)	1:500	4388S	Cell Signaling Technology
Ryanodine receptor 2 (RYR2)	1:500	MA3-916	Thermofisher Scientific
Phospholamban (PLN)	1:1000	14562S	Cell Signaling Technology
Phospho-phospholamban (pPLN)	1:1000	8496S	Cell Signaling Technology
Protein kinase A (PKA)	1:500	SAB4502337	Sigma Aldrich
Phospho-protein kinase A (pPKA)	1:500	SAB4503969	Sigma Aldrich
Mitochondrial calcium uniporter (MCU)	1:500	14997S	Cell Signaling Technology
Mitochondrial sodium calcium exchanger (NCLX)	1:500	SAB2102181	Sigma Aldrich
Dynamin-related protein 1 (DRP1)	1:500	14647S	Cell Signaling Technology
Oxidative phosphorylation (OXPHOS)	1:1000	ab110413	Abcam
IRDye 680RD Donkey anti-Mouse Secondary	1:10,000	926-68072	LI-COR Biosciences
IRDye 800CW Donkey anti-Rabbit Secondary	1:10,000	926-32212	LI-COR Biosciences
*Co-immunoprecipitation-antibodies*			
Voltage-dependent anion-selective channel protein 2 (VDAC2)	5 μg	PA5-28106	Thermofisher Scientific
Immunoglobulin G (IgG)	5 μg	AC005	AbClonal
*Immunofluorescence/proximity ligation assay—antibodies/stain*			
4′,6-diamidino-2-phenylindole (DAPI)	1:1000	D3571	Thermofisher Scientific
Voltage-dependent anion-selective channel protein 2 (VDAC2)	1:1000	66388-1-IG	Thermofisher Scientific
Sodium–calcium exchanger 1 (NCX1)	1:500	ab151608	Abcam
Sarcoplasmic endoplasmic reticular calcium ATPase 2 (SERCA2)	1:500	4388S	Cell Signaling Technology
Ryanodine receptor 2 (RYR2)	1:500	MA3-916	Thermofisher Scientific
*Quantitative reverse transcription-PCR-primers*			
Voltage-dependent anion-selective channel protein 2 (VDAC2)		Mm00834279_m1	Thermofisher Scientific
Vinculin		Mm00447745_m1	Thermofisher Scientific

### RNA Seq analysis

RNA Seq analysis was performed with the High-Throughput Genomics and Bioinformatics Analysis Shared Resource at Huntsman Cancer Institute at the University of Utah. mm10, M_musculus_Dec_2011, GRCm38 genome build was used for sequence alignment. Sample outliers were checked by summarizing the output files from cutadapt, FastQC, Picard CollectRnaSeqMetrics, STAR, and feature counts by using the previously described method^42^. 5% false discovery rate (FDR) with DeSeq2 (version 1.24.0) was used to identify differentially expressed genes^43^. Genes were filtered using the following criteria: adjusted *p*-value < 0.05, absolute log2 fold change > 0.585 and normalized base mean >30^43^. Heat maps were produced using the R library p heatmap. KEGG^44^ and Ingenuity pathway analysis (IPA) software was used for gene ontology analysis.

### Protein extraction and Western blotting

WT and KO mice hearts (*n* = 6 each) were excised. 30 μg of transmural LV sample was homogenized using metal beads for 3 min in RIPA buffer with 2× protease and phosphatase inhibitor (Thermo-Scientific #1861281). The homogenate was transferred to a new tube containing 10 μl of 1× PMSF and allowed to rotate for 30 min at 4 °C and centrifuged at 11,000 × *g* for 10 min at 4 °C. The supernatant was used for protein estimation using the Pierce BCA Protein Assay kit (Thermo-Scientific #23225). An equal volume of 2× Laemmli buffer (with 10% DTT) was added to the sample and boiled for 10 min at 98 °C.

30 μg protein was used for SDS–PAGE. The gel was run at constant volts (50 V) and proteins were transferred to nitrocellulose membrane at constant current (350 mA). For RYR2, proteins were transferred at constant volt (40 V) overnight. The membranes were blocked for 1 h with 5% non-fat milk and probed with primary antibodies overnight in the cold room. Antibodies and the concentration used are listed in Table 1. Blots were washed with 1× PBST thrice and probed with a secondary antibody for 1 h. Blots were washed with 1× PBST thrice prior to scanning using LI-COR. Image Studio Lite software was used to analyze the protein blots. Each blot had its own lane loading control and the values were normalized accordingly.

### Co-immunoprecipitation

30 μg of LV transmural sample from 8-week-old WT and KO mice were used for protein extraction and quantification was done using a BCA assay kit. Protein A magnetic beads (Bio-Rad, catalog#161-4011) were washed thrice with 1× PBST. 4 mg ml^−1^ of lysate was precleared by rotating with beads for 30 min at 4 °C and 10% of the precleared lysate was saved as input. 5 μg of antibody (Table 1) was used for conjugation with the beads by rotating at room temperature for 10 min, followed by washing twice with 1× PBST and once with the lysis buffer (Cell Signaling, catalog #9806). The precleared lysate and antibody were kept for rotation at room temperature for 1 h. The magnet was then washed thrice with 1× PBST, magnetized and the elute was boiled at 70 °C for 10 min with 40 μl of 1× Laemmli buffer (10% β-mercaptoethanol) and used for western blot.

### Immunofluorescence

16-week-old mice hearts were fixed in 10% paraformaldehyde for 4–6 h followed by paraffin embedding. Samples were cut at 5 μm thickness and deparaffinized and antigen retrieval was performed. The antibodies used are listed in Table 1. Secondary anti-mouse, anti-rabbit, or anti-goat were used appropriately. All images for each protein were acquired using the same laser setting and processed using Fiji software.

### Proximity ligation assay

16-week-old mice heart samples embedded in paraffin were used for this assay. Duolink In Situ PLA probe anti-mouse, anti-rabbit, and anti-goat were used (DUO92001, DUO92005, and DUO92015). The antibodies used are listed in Table 1. Samples were processed using the manufacturer’s protocol. All images for each combination were acquired using the same laser settings and processed using Fiji software.

### Force measurements in murine organotypic slices

Hearts from adult mice were excised after cervical dislocation and flushed in ice-cold preparation buffer (in mM): 136.0 NaCl, 5.4 KCl, 1.0 MgHPO_4_, 0.9 CaCl_2_, 30.0 2,3-Butanedionemonoxim, 5.0 HEPES, pH 7.4. For sectioning, hearts were embedded in low melting agarose and cut into 300 µm-thick coronary plane slices using a LeicaVT1200S vibratome and glued (Histoacryl, B. Brain Melsungen AG, Germany) onto small plastic triangles cut from 0.1 mm-thick polyester copier clear before being mounted in an organ bath chamber (Mayflower, Hugo Sachs Elektronic; HSE, Germany). Contractility was measured under a constant flow-through (4 ml min^−1^) in prewarmed measuring buffer (in mM): 136.0 NaCl, 5.4 KCl, 1.0 MgCl_2_, 0.33 NaH_2_PO_4_, 10.0 Glucose, 1.8 CaCl_2_, 23.0 NaHCO_3_, pH 7.4, 37 °C under electrical pacing at 3 Hz and force was recorded by a force transducer connected to an amplifier (Hugo Sachs, Germany) using WinEDR (University of Strathclyde, UK). Kinetics of single twitches was analyzed using LabChart Reader (ADInstruments).

### TAC surgery

TAC^45^ was performed on RyR2^R4496C+/−^ knock-in mice^46^, which were previously described to develop a severe form of HF^47^. In brief, 8–14-week-old mice were anesthetized by medetomidine/midazolam/fentanyl (0.5, 5.0, and 0.05 mg kg^−1^ body weight intraperitoneally, respectively) and the aorta was constricted around a 27-gauge needle. Sham mice underwent the same procedure without aortic constriction. 6 weeks after surgery, mice were sacrificed by cervical dislocation, hearts were isolated and flushed (in mM): 136.0 NaCl, 5.4 KCl, 1.0 MgCl_2_, 0.33 NaH_2_PO_4_, 10.0 Glucose, 0.9 CaCl_2_, 30.0 2,3-butanedionemonooxime, 5.0 HEPES, pH 7.4, 4 °C and success of TAC surgery was confirmed by measuring the heart weight to tibia length ratio.

### Statistics and reproducibility

All data were summarized as ±SEM. GraphPad Prism (version8.2.1) was used for all statistical analyses. A two-tailed test was performed in all comparisons. Unpaired Student’s *t*-test was used for all analyses with WT and KO. Multiple *t*-test and one-way ANOVA were used for longitudinal echocardiographic data and while comparing multiple groups, respectively. *p*-value < 0.05 was considered statistically significant. All experiments were repeated independently (at least three biological replicates, and three technical replicates wherever applicable) with reproducible results. Samples used for western blot quantification were from the same gel and when unavoidable, were processed in parallel.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Source data are provided within this manuscript as a source data file. RNA sequencing is uploaded to NCBI’s GEO database under accession code GSE168487. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cardiac-specific deletion of voltage dependent anion channel 2 leads to dilated cardiomyopathy by altering calcium homeostasis
**Source:** Nat Commun. 2021 Jul 28;12:4583. doi: 10.1038/s41467-021-24869-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Methods.**

**Mitochondrial respiration (OXPHOS).** Mice were euthanized using sodium pentobarbital and the heart excised and placed in Biopsy Preservation Solution (BIOPS; containing (in mM) 2.77 CaK<sub>2</sub>EGTA, 7.23 K<sub>2</sub>EGTA, 6.56 MgCl<sub>2</sub>, 0.5 DTT, 50.0 K-MES, 20.0 imidazole, 20.0 taurine, 5.77 Na<sub>2</sub>ATP, and 15.0 phosphocreatine, pH 7.1 at 4°C). Tissues were weighted to minimize variation in sample mass, and stored in ice-cold BIOPS for 30min. BIOPS-immersed tissues were separated along the long axis with fine-tip forceps and subsequently bathed and shaken in BIOPS-saponin solution (30mg/ml) for 30min followed by rinsing twice for 10min of MIR05 solution [containing (in mM) 2.77 CaK<sub>2</sub>EGTA, 7.23 K<sub>2</sub>EGTA, 6.56 MgCl<sub>2</sub>, 0.5 DTT, 20.0 imidazole, 5.77 ATP, 15.0 phosphocreatine, 50.0 K-MES, and 20.0 taurine, pH 7.0].

High-resolution O<sub>2</sub> consumption measurements were conducted using the ORBOROS Oxygraph-2k (Oroboros Instruments, Innsbruck, Austria) at 37 °C. Tissues were placed in the chamber of Oroboros O2k in 2ml of MIR05 solution and continuously stirred at 37°C. After the tissues were allowed to equilibrate, mitochondrial respiratory function was assessed. To measure the function of each mitochondrial complex, O<sub>2</sub> consumption was assessed with the addition of a series of respiratory substrates and inhibitors in the following order and final concentrations in the chamber: (in mM) 2.0 glutamate-10.0 malate, 5.0 ADP, 10.0 succinate, 0.5μM rotenone, 10μM cytochrome c, and 2g/ml oligomycin. After the respiration assessments, each sample assessed for respiratory function was weighed and then frozen; these tissue weights were used for the normalization of respiration rate.

**Calcium imaging.** For measurement of calcium transients, ventricular cardiomyocytes of WT mice were isolated by retrograde perfusion through the aorta as described previously<sup>1</sup>, loaded with Fluo4-AM and calcium transients were recorded on a Zeiss LSM 880 confocal microscope during field stimulation with a S48 square pulse stimulator (Grass Technologies, USA).

**Supplementary Table 1.**

| Genotype       | Gender | Age    | EF(%)       | EDV (ul)    | ESV (ul)   | FS(%)       | LVAW;d (mm) | LVPW;d (mm) | LVAW;s (mm) | LVPW;s (mm) | LVEDD (mm)  | LVM-C (mg)  |
|----------------|--------|--------|-------------|-------------|------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
| WT             | F      | E19    | 50.20       | 8.98        | 4.47       | 23.60       | 0.54        | 0.03        | 0.69        | 0.23        | 1.74        | 5.98        |
| WT             | F      | E19    | 76.00       | 13.10       | 3.18       | 42.00       | 0.29        | 0.22        | 0.48        | 0.48        | 2.03        | 6.69        |
| WT             | M      | E19    | 61.00       | 15.60       | 6.20       | 31.00       | 0.40        | 0.76        | 0.77        | 1.03        | 2.17        | 22.40       |
| WT             | M      | E19    | 64.20       | 13.10       | 4.70       | 32.80       | 0.43        | 0.50        | 0.69        | 0.69        | 2.02        | 14.80       |
| WT             | M      | E19    | 57.10       | 11.70       | 5.10       | 27.90       | 0.58        | 0.39        | 0.60        | 0.43        | 1.94        | 14.70       |
| KO             | F      | E19    | 76.00       | 5.00        | 1.20       | 41.20       | 0.42        | 0.38        | 0.45        | 0.39        | 1.38        | 6.50        |
| KO             | F      | E19    | 51.00       | 7.80        | 3.80       | 24.00       | 0.36        | 0.34        | 0.48        | 0.43        | 1.64        | 7.10        |
| KO             | F      | E19    | 64.10       | 7.20        | 2.60       | 32.10       | 0.28        | 0.36        | 0.37        | 0.45        | 1.60        | 5.97        |
| KO             | M      | E19    | 44.00       | 18.30       | 10.30      | 20.40       | 0.51        | 0.25        | 0.77        | 0.44        | 2.30        | 13.90       |
| KO             | M      | E19    | 58.00       | 9.30        | 3.89       | 28.20       | 0.50        | 0.33        | 0.58        | 0.43        | 1.77        | 10.10       |
| t-test p-value |        |        | 0.670541895 | 0.288503361 | 0.82976043 | 0.64226969  | 0.619139583 | 0.720591878 | 0.203860202 | 0.35444948  | 0.207737521 | 0.26081477  |
|                |        |        |             |             |            |             |             |             |             |             |             |             |
| WT             | M      | 1 week | 69.00       | 16.40       | 5.20       | 36.30       | 0.51        | 0.36        | 0.66        | 0.92        | 2.20        | 15.50       |
| WT             | M      | 1 week | 80.00       | 9.20        | 1.70       | 46.00       | 0.43        | 0.91        | 0.96        | 1.11        | 1.76        | 20.40       |
| WT             | F      | 1 week | 75.00       | 10.40       | 2.60       | 42.00       | 0.31        | 0.70        | 0.62        | 0.93        | 1.85        | 14.36       |
| WT             | M      | 1 week | 70.00       | 17.60       | 5.30       | 37.10       | 0.58        | 0.95        | 1.01        | 1.42        | 2.26        | 36.20       |
| WT             | F      | 1 week | 61.00       | 17.50       | 6.90       | 30.70       | 0.56        | 0.47        | 0.79        | 0.54        | 2.27        | 20.31       |
| KO             | F      | 1 week | 83.00       | 18.10       | 3.03       | 47.90       | 0.45        | 0.52        | 0.90        | 1.00        | 2.30        | 19.20       |
| KO             | F      | 1 week | 71.00       | 29.30       | 8.40       | 39.00       | 0.56        | 0.59        | 0.87        | 0.99        | 2.79        | 33.60       |
| KO             | M      | 1 week | 69.00       | 10.60       | 3.20       | 36.50       | 0.73        | 0.80        | 0.98        | 0.94        | 1.86        | 27.20       |
| KO             | M      | 1 week | 74.00       | 6.12        | 1.23       | 41.00       | 0.47        | 0.54        | 0.78        | 0.87        | 2.16        | 18.40       |
| KO             | F      | 1 week | 74.50       | 6.10        | 1.55       | 40.20       | 0.91        | 0.54        | 1.31        | 0.58        | 1.50        | 18.80       |
| t-test p-value |        |        | 0.432821479 | 0.971864454 | 0.60856947 | 0.46311517  | 0.186892272 | 0.552565042 | 0.224284198 | 0.533266897 | 0.829175282 | 0.684579556 |
|                |        |        |             |             |            |             |             |             |             |             |             |             |
| WT             | F      | 4 week | 70.80       | 40.30       | 11.70      | 39.00       | 0.80        | 0.77        | 1.40        | 1.10        | 3.18        | 63.10       |
| WT             | M      | 4 week | 73.20       | 29.10       | 7.80       | 40.00       | 1.05        | 1.02        | 1.47        | 1.32        | 2.80        | 78.60       |
| WT             | F      | 4 week | 52.00       | 43.00       | 21.10      | 25.40       | 0.72        | 0.65        | 0.99        | 0.84        | 3.30        | 54.80       |
| WT             | M      | 4 week | 50.00       | 47.60       | 24.10      | 24.30       | 0.65        | 0.75        | 0.97        | 0.93        | 3.40        | 59.90       |
| WT             | M      | 4 week | 60.00       | 53.00       | 28.00      | 29.00       | 0.99        | 0.64        | 1.40        | 1.00        | 3.80        | 90.60       |
| KO             | F      | 4 week | 47.00       | 50.00       | 26.00      | 23.00       | 0.79        | 0.68        | 1.04        | 0.87        | 3.50        | 66.00       |
| KO             | F      | 4 week | 45.00       | 94.00       | 51.00      | 22.00       | 0.68        | 0.69        | 1.04        | 0.96        | 4.60        | 95.00       |
| KO             | M      | 4 week | 39.00       | 77.40       | 47.20      | 19.00       | 0.84        | 0.63        | 1.13        | 1.07        | 4.18        | 90.30       |
| KO             | M      | 4 week | 50.00       | 65.50       | 32.10      | 25.40       | 0.56        | 0.75        | 0.84        | 1.07        | 3.90        | 69.30       |
| KO             | F      | 4 week | 52.80       | 70.60       | 33.20      | 26.80       | 0.60        | 0.44        | 1.24        | 0.77        | 4.01        | 54.60       |
| t-test p-value |        |        | 0.034852075 | 0.011940732 | 0.01398987 | 0.067053407 | 0.156814148 | 0.180474805 | 0.181190592 | 0.40404127  | 0.015585112 | 0.592199035 |
|                |        |        |             |             |            |             |             |             |             |             |             |             |
| WT             | F      | 8 week | 51.00       | 66.60       | 32.80      | 25.50       | 0.67        | 0.89        | 0.97        | 1.23        | 3.90        | 88.00       |
| WT             | M      | 8 week | 48.00       | 66.00       | 34.90      | 23.60       | 0.67        | 0.95        | 0.99        | 1.13        | 3.92        | 92.80       |
| WT             | F      | 8 week | 47.00       | 73.00       | 40.30      | 22.60       | 0.54        | 0.68        | 0.95        | 1.06        | 4.00        | 68.40       |
| WT             | M      | 8 week | 63.00       | 43.80       | 16.20      | 33.30       | 0.82        | 1.08        | 1.21        | 1.52        | 3.20        | 88.20       |
| WT             | M      | 8 week | 55.00       | 59.20       | 26.90      | 27.70       | 0.78        | 0.79        | 1.16        | 1.17        | 3.70        | 82.10       |
| KO             | M      | 8 week | 45.90       | 73.40       | 40.00      | 22.60       | 0.80        | 0.93        | 1.16        | 1.15        | 4.10        | 108.80      |
| KO             | M      | 8 week | 37.50       | 86.90       | 54.40      | 17.90       | 0.64        | 0.93        | 0.86        | 1.09        | 4.40        | 106.70      |
| KO             | M      | 8 week | 32.20       | 80.80       | 54.80      | 15.10       | 0.95        | 0.76        | 1.06        | 0.97        | 4.23        | 113.20      |
| KO             | F      | 8 week | 41.00       | 73.90       | 43.50      | 19.80       | 0.89        | 0.71        | 1.15        | 0.84        | 4.10        | 97.60       |
| KO             | F      | 8 week | 28.10       | 96.50       | 69.40      | 13.10       | 0.75        | 0.74        | 0.80        | 0.99        | 4.60        | 107.40      |
| t-test p-value |        |        | 0.006065393 | 0.014635108 | 0.01055422 | 0.008455039 | 0.169574585 | 0.472063682 | 0.618164153 | 0.060682026 | 0.016956878 | 0.002852524 |

**Supplementary Table 1:** Echocardiographic data performed on WT and KO mice at different timepoints (n=5).

p-value: unpaired two-tailed t-test performed in all comparisons.

Supplementary Figure 1

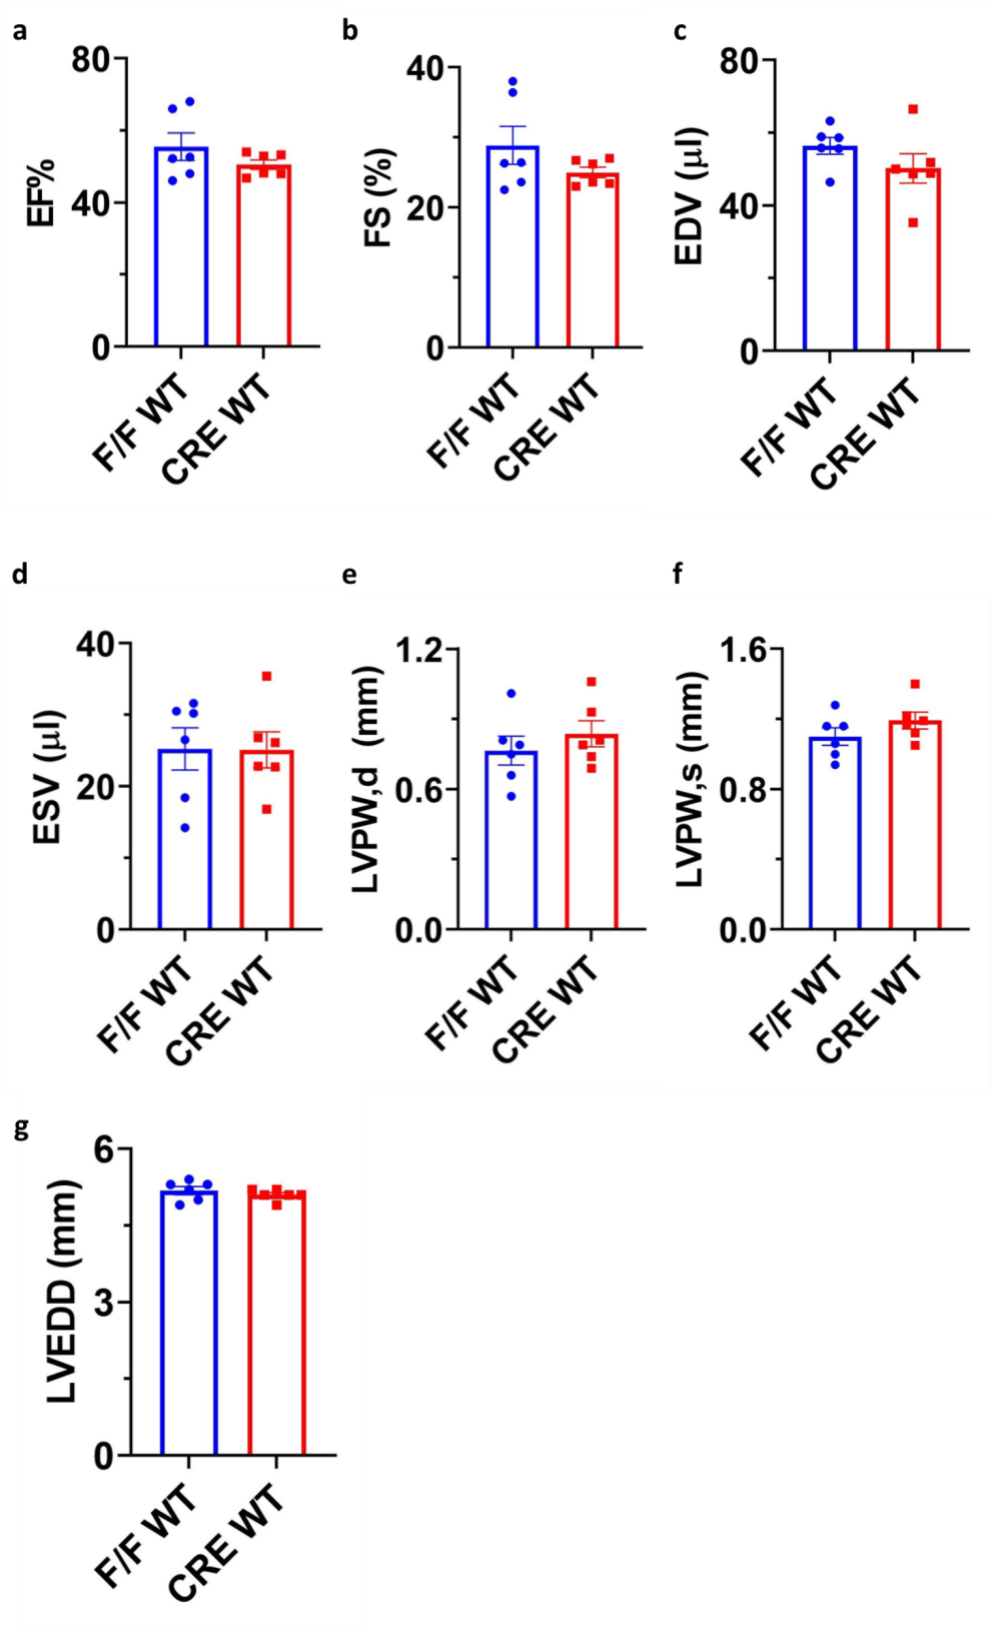

**Supplementary Figure 1: No significant difference between flox-only and Cre-only mice.** a-g Echocardiographic analysis of left ventricular ejection fraction (EF) (p=ns), fractional shortening (FS) (p=ns), left ventricular end-diastolic and end-systolic volumes (EDV and ESV (p=ns)), left-ventricular posterior wall thickness at diastole and systole (LVPW,d and LVPW,s (p=ns)), and left ventricular end diastolic diameter (LVEDD) (p=ns) in 16-week old WT mice respectively, (n=6).

p-value: unpaired two-tailed t-test performed in all comparisons. Data are represented as difference between mean $\pm$ SEM.

**Supplementary Figure 2.**

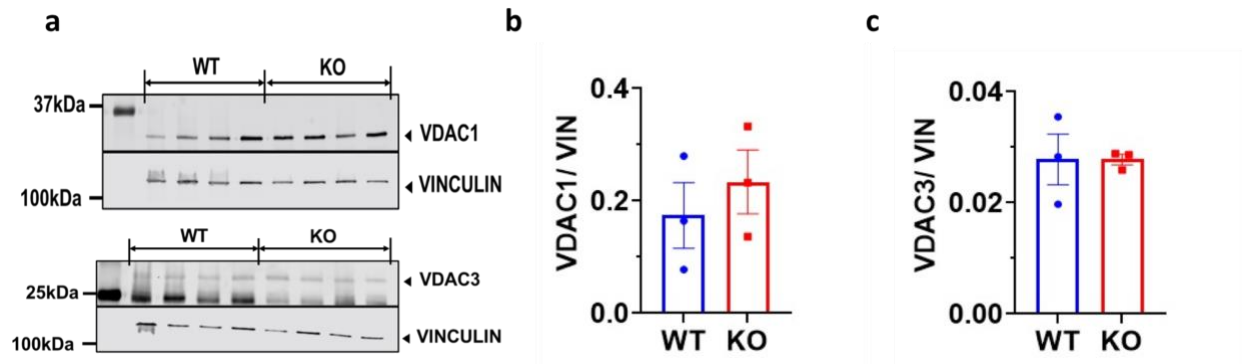

**Supplementary Figure 2: VDAC2-dependent phenotype confirmation.** a Western blot image of VDAC1 and VDAC3 along with respective lane-loading control VINCULIN (n=4); b-c Western blot quantification OF VDAC1 and VDAC3 using Image Studio Lite (version5.2.5) (p=ns) (n=4).

p-value: unpaired two-tailed t-test performed in all comparisons. Data are represented as difference between mean $\pm$ SEM

Supplementary Figure 3.

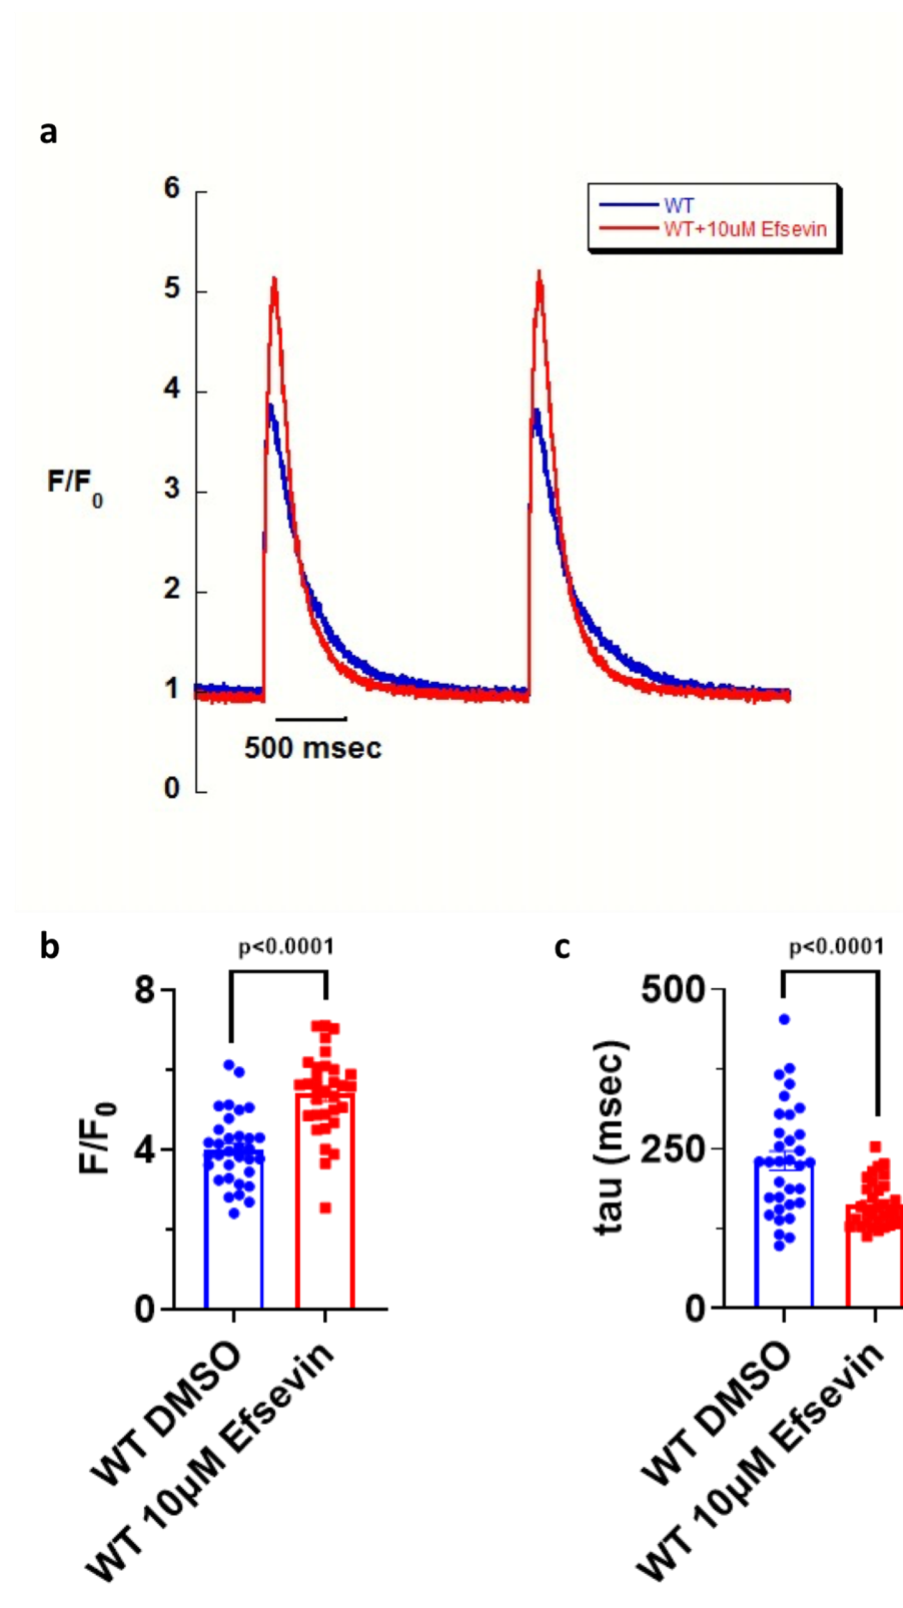

**Supplementary Figure 3: Efsevin treatment shows opposite effect as observed in VDAC2-KO.** **a** Representative calcium transient image (n=3); **b** Amplitude ( $F/F_0$ ) ( $p < 0.0001$ ); **c** time constant ( $\tau$ ) (msec) ( $p < 0.0001$ ) (WT n=33, WT+10 $\mu$ M Efsevin n=32, N=3).

p-value: unpaired two-tailed t-test performed in all comparisons. Data are represented as difference between mean $\pm$ SEM.

**Supplementary Figure 4.**

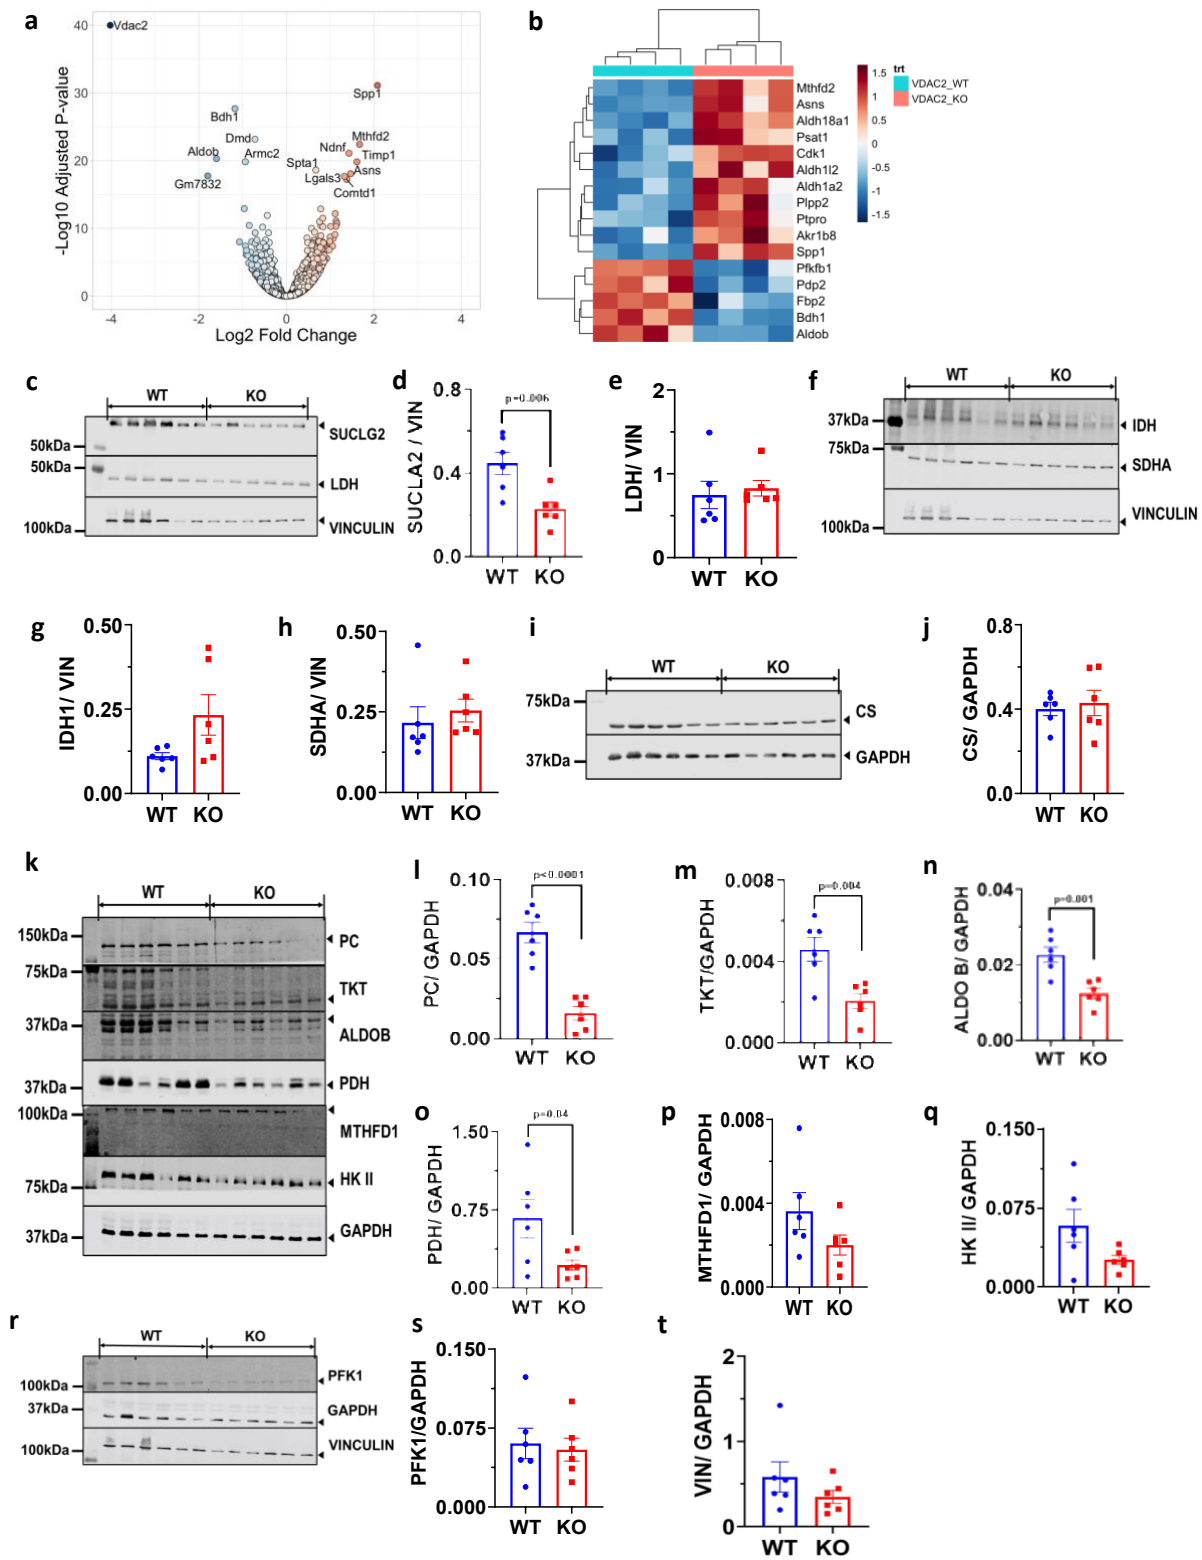

**Supplementary Figure 4: Significantly reduced glycolysis in VDAC2 KO.** **a** Volcano plot (n=4); **b** Differential gene expression profile showing altered metabolism in *Vdac2* KO mice (n=4); **c-e** Western blot image of SUCLG2 and LDH along with lane-loading control VINCULIN and quantification using Image Studio Lite (Version5.2.5) (n=6); **f-h** Western blot image of IDH1 and SDHA along with lane-loading control VINCULIN and quantification using Image Studio Lite (Version5.2.5) (n=6); **i-j** Western blot image of CS and lane-loading control GAPDH and quantification using Image Studio Lite (Version5.2.5) (n=6); **k-q** Western blot image of PC, TKT, ALDOB, PDH, MTHFD1 and HK II along with lane-loading control GAPDH and quantification using Image Studio Lite (Version5.2.5) (n=6); **r-t** Western blot image of PFK and VINCULIN along with lane-loading control GAPDH and quantification using Image Studio Lite (Version5.2.5) (n=6). Samples were derived from the same experiment and the gels were run in parallel.

p-value: unpaired two-tailed t-test performed in all comparisons. Data are represented as difference between mean $\pm$ SEM.

Supplementary Figure 5.

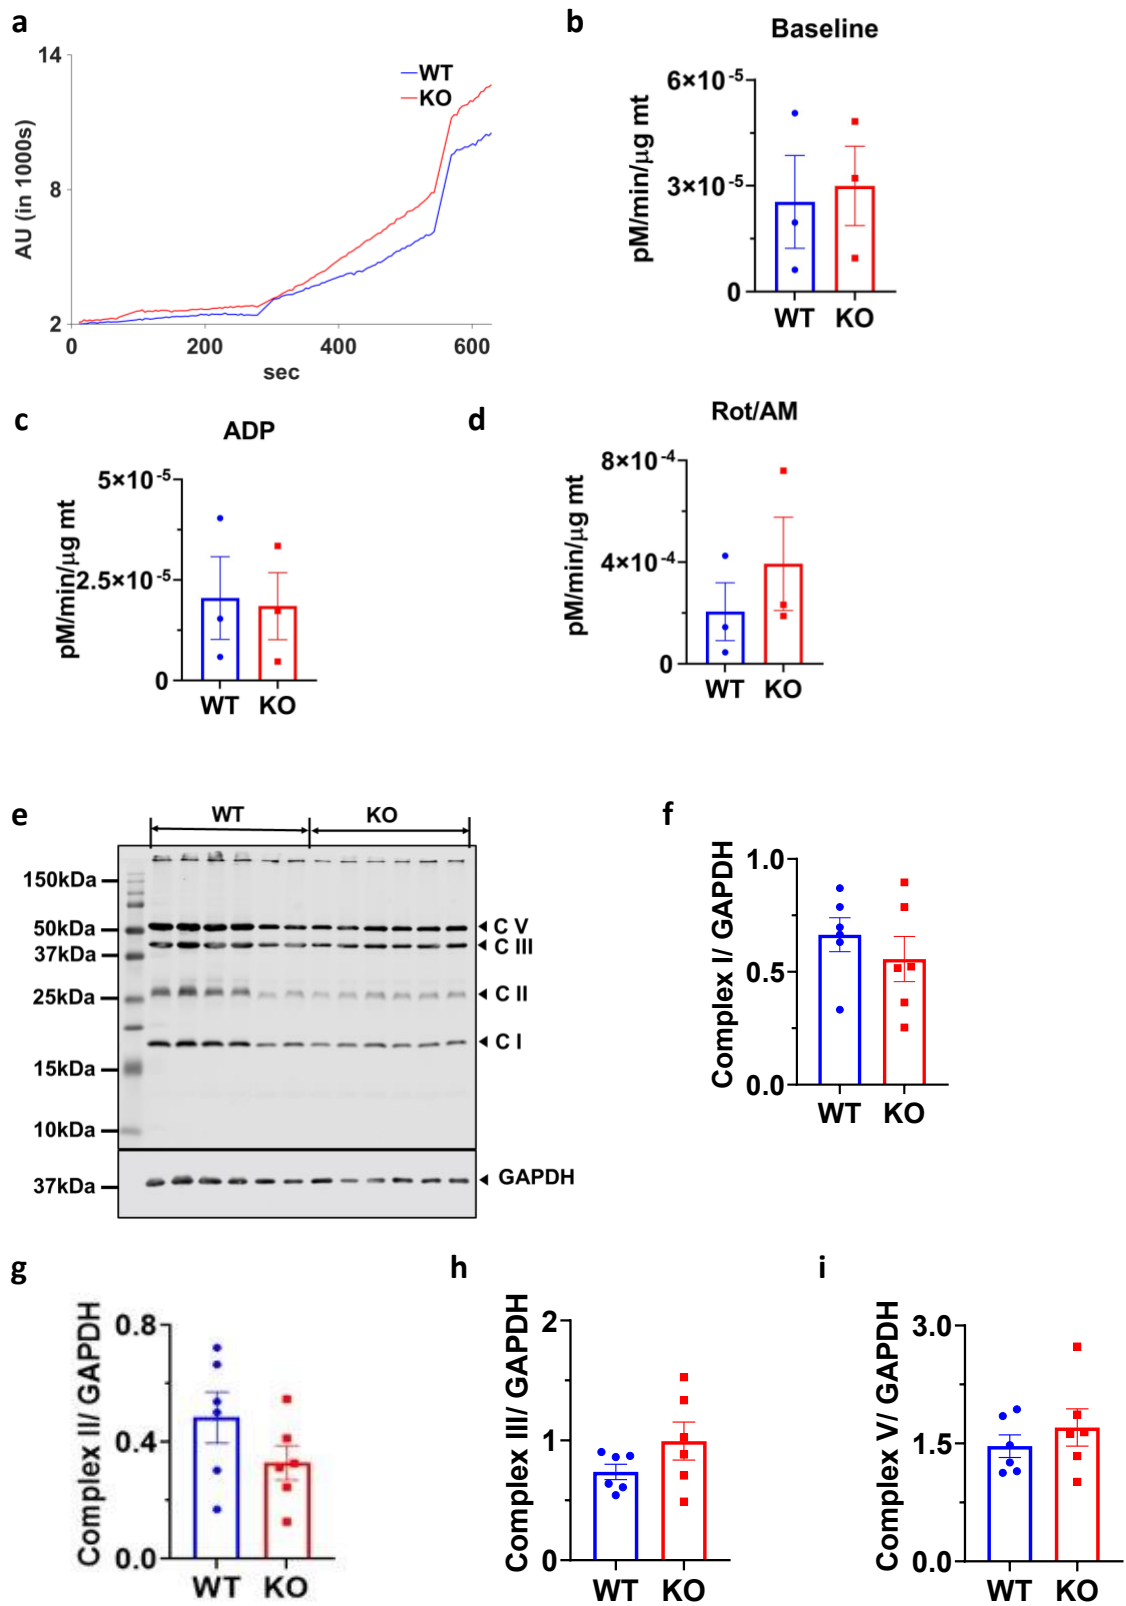

**Supplementary Figure 5: Unaltered ROS production and ETC complex in VDAC2 KO.** **a-d** Mitochondrial ROS production assay (n=3); **e** Western blot image of electron transport chain (ETC) complexes and lane-loading control GAPDH (n=6); **f-i** Western blot quantification of each complex using Image Studio Lite (version 5.2.5) (n=6). Samples were derived from the same experiment and the gels were run in parallel.

p-value: unpaired two-tailed t-test performed in all comparisons. Data are represented as difference between mean $\pm$ SEM

**Supplementary Figure 6.**

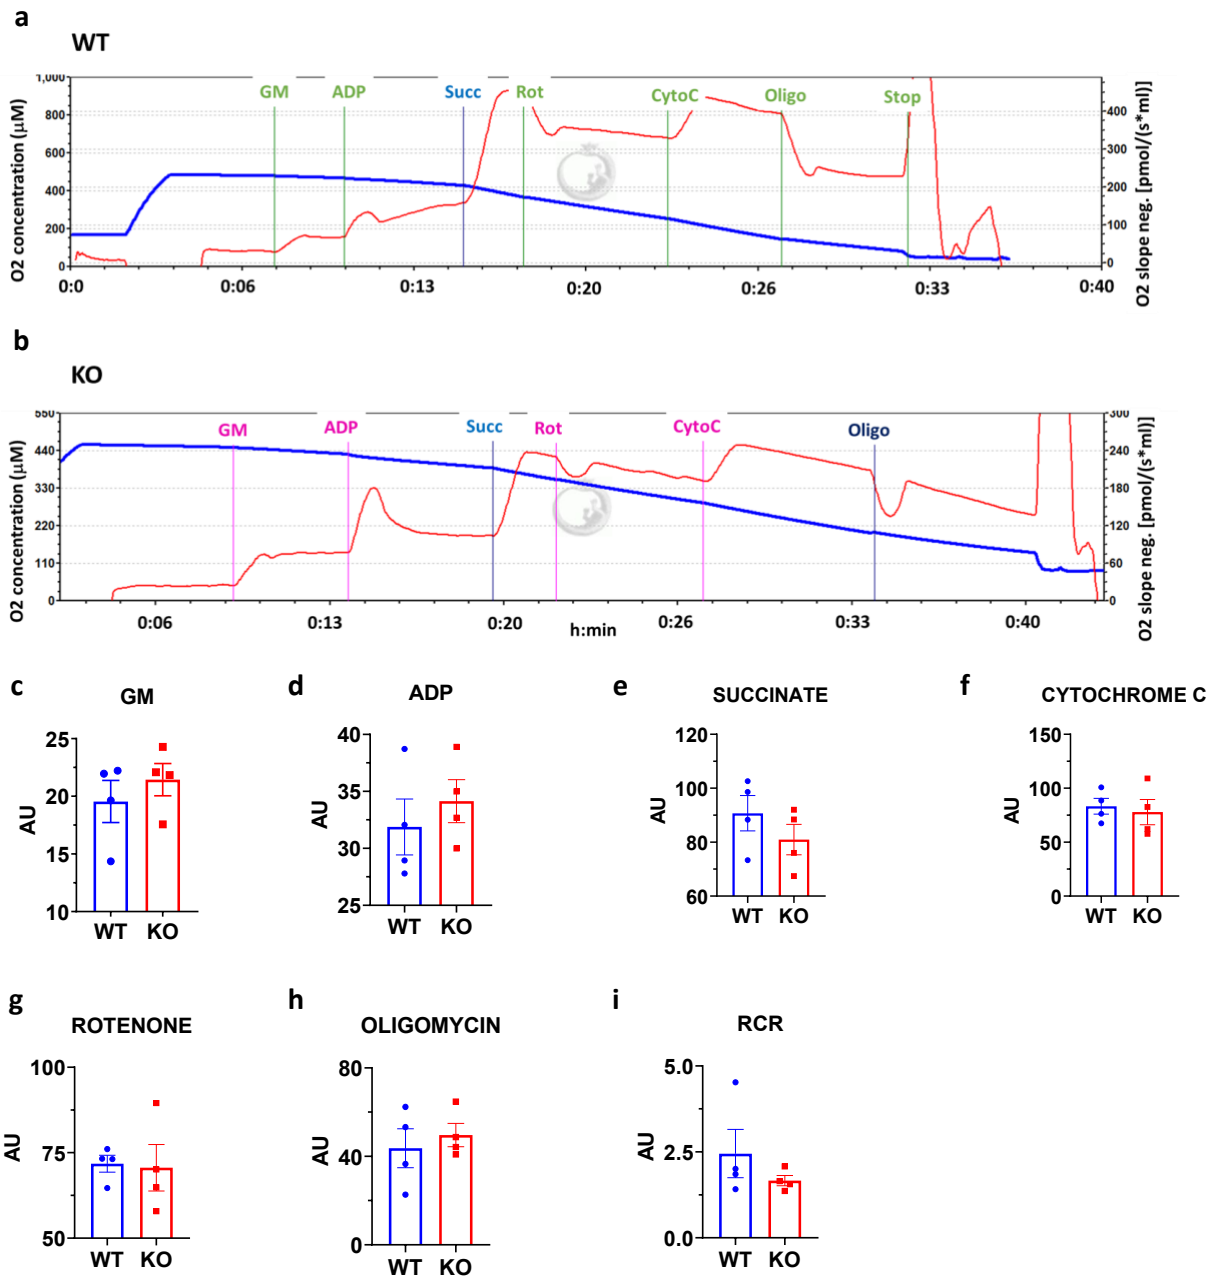

**Supplementary Figure 6: No difference in mitochondrial respiration. a-b** Representative mitochondrial respiration figure in WT and KO respectively (n=4); **c-i** Mitochondrial respiration quantification (n=4).

p-value: unpaired two-tailed t-test performed in all comparisons. Data are represented as difference between mean±SEM

Supplementary Figure 7.

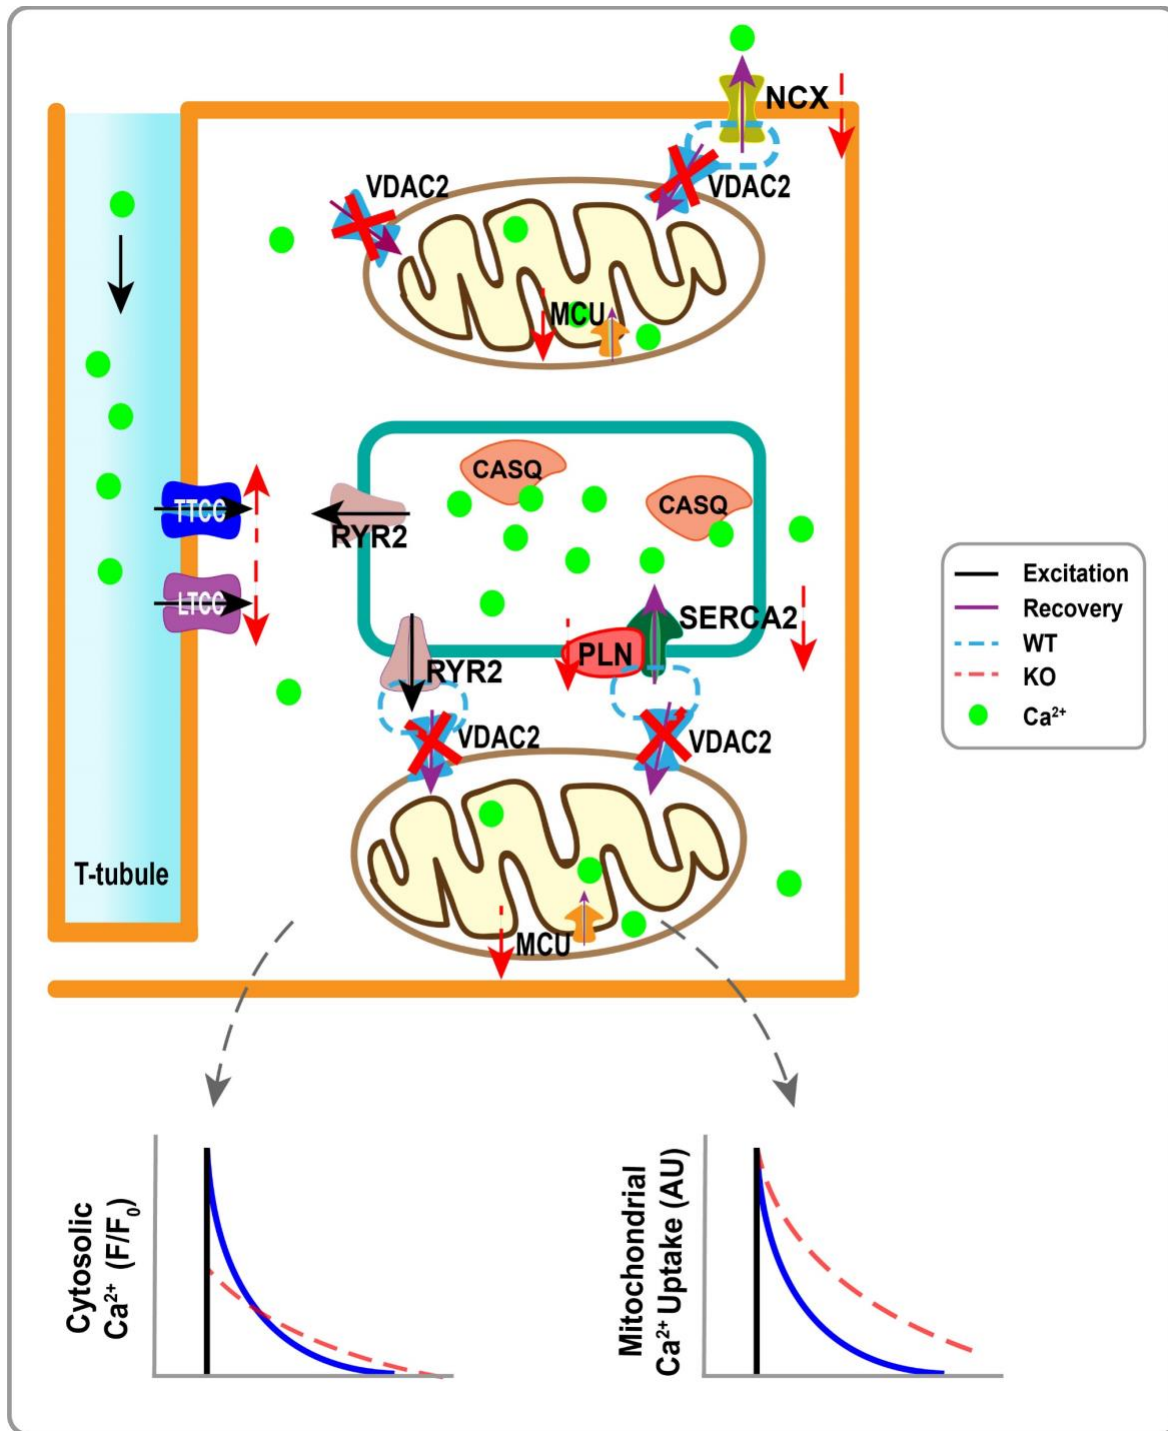

Supplementary Figure 7: Insights into the role of VDAC2 in mitochondrial and cytosolic calcium signalling and excitation-contraction coupling.

Abbreviations: LTCC – L-type calcium channel, TTCC – T-type calcium channel,  $\text{Ca}^{2+}$  - calcium, SR- sarcoplasmic reticulum, RyR2 – Ryanodine receptor 2, CASQ – calsequestrin, PLN – phospholamban, SERCA2A - sarcoplasmic reticulum calcium ATPase 2a, NCX – sodium calcium exchanger, MCU – mitochondrial calcium uniporter, VDACs - voltage dependent anion channels and VDACC2 – voltage dependent anion channel 2.

### **Supplementary Reference**

- 1        Schweitzer, M. K. *et al.* Suppression of Arrhythmia by Enhancing Mitochondrial  $\text{Ca}^{2+}$  Uptake in Catecholaminergic Ventricular Tachycardia Models. *JACC Basic Transl Sci* **2**, 737-747, doi:10.1016/j.jacbts.2017.06.008 (2017).

# Supplementary material for: Cardiac-specific deletion of voltage dependent anion channel 2 leads to dilated cardiomyopathy by altering calcium homeostasis
**Source:** Nat Commun. 2021 Jul 28;12:4583. doi: 10.1038/s41467-021-24869-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection LabChart Reader, Biotek Cytation 5, PCLAMP 8 software.

Data analysis Zen5 Imaging software, Image Studio Lite (version5.2.5), Adobe Photoshop CC 2019, Fiji (version 2.0), GraphPad Prism (version8.2.1), Ingenuity pathway analysis software, Aperio Image Scope software (version12.3.2.8013), vivo strain software (version3.1.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data are available in NCBI's GEO and accession code is GSE168487 [<https://www.ncbi.nlm.nih.gov/ezproxy.u-pec.fr/geo/query/acc.cgi?acc=GSE168487>].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size n=3 mice were used for AAV injection, cellular studies fibrosis analysis and imaging studies. n=4 were used for RNA sequencing studies and n=6 mice were used for echocardiography and western blot studies given it's the standard practice.

Data exclusions No data was excluded except 1 WT sample was removed initially in RNA sequencing analysis due to poor RNA quality.

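The 5 libraries labelled WT in the deposited count table can be set beside one another, although the text does not name the sample that was removed. In libraries 1 to 5, mitochondrially encoded genes took 19.2%, 17.6%, 9.07%, 17.3% and 17.8% of the counts, and the 10 highest genes took 31.6%, 31.4%, 18.2%, 30.9% and 30.4%. The median rank correlation of log2 CPM with the other 8 libraries was 0.988, 0.991, 0.900, 0.990 and 0.989, computed across genes, which are not independent replicates. The weight that limma's voom with quality weights estimated from the counts was 1.48, 1.84, 0.048, 2.16 and 2.00. RNA integrity values were not used here.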

Replication All studies have biological and technical (n=3) replicates with follow-up validation. The results were consistent across the replicates.

Randomization Mice were randomly chosen based on their genotype.

Blinding Samples were blinded during AAV9 injections and during analysis of results (including echocardiography analysis, western blot quantification, calcium transients, fibrosis analysis, etc.)

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Western blot-Antibodies  
 Voltage-dependent anion-selective channel protein 2 (VDAC2) 9412S Cell Signaling Technology  
 Voltage-dependent anion-selective channel protein 1 (VDAC1) ab14734 Abcam  
 Voltage-dependent anion-selective channel protein 3 (VDAC3) ab130561 Abcam  
 Vinculin 13901S Cell Signaling Technology  
 Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) 5174S Cell Signaling Technology  
 Transketolase (TKT) 8616S Cell Signaling Technology  
 Methylene-tetrahydrofolate dehydrogenase 1 (MTHFD1) sc-271412 Santa Cruz Biotech  
 Aldolase B (ALDOB) sc-365449 Santa Cruz Biotech  
 Serine hydroxymethyltransferase 1 (SHMT1) 8071S Cell Signaling Technology  
 Isocitrate dehydrogenase (IDH1/2) sc-373816 Santa Cruz Biotech  
 Phosphofructokinase 1 (PFK1) sc-166722 Santa Cruz Biotech  
 Pyruvate carboxylase (PC) NBP1-49536 Novus Bio  
 Pyruvate dehydrogenase (PDH) 3205S Cell Signaling Technology  
 Lactate dehydrogenase (LDH) 3582S Cell Signaling Technology  
 Hexokinase 1 (HK1) 2024S Cell Signaling Technology  
 Calsequestrin 2 (CASQ2) ab3516 Abcam  
 Citrate synthase (CS) 14309S Cell Signaling Technology  
 Succinyl Co-A synthetase (SUCLG2) 8071S Cell Signaling Technology  
 Succinate dehydrogenase A (SDHA) 5839S Cell Signaling Technology  
 Sodium-calcium exchanger 1 (NCX1) ab151608 Abcam  
 Sarcoplasmic endoplasmic reticular calcium ATPase 2 (SERCA2) 4388S Cell Signaling Technology  
 Ryanodine Receptor 2 (RYR2) MA3-916 Thermofisher Scientific  
 Phospholamban (PLN) 14562S Cell Signaling Technology  
 Phospho-Phospholamban (pPLN) 8496S Cell Signaling Technology

Protein kinase A (PKA) SAB4502337 Sigma Aldrich  
 Phospho-Protein kinase A (pPKA) SAB4503969 Sigma Aldrich  
 Mitochondrial calcium uniporter (MCU) 149975 Cell Signaling Technology  
 Mitochondrial sodium calcium exchanger (NCLX) SAB2102181 Sigma Aldrich  
 Dynamin related protein 1 (DRP1) 146475 Cell Signaling Technology  
 Oxidative phosphorylation (OXPHOS) ab110413 Abcam  
 IRDye 680RD Donkey anti-Mouse Secondary 926-68072 LI-COR Biosciences  
 IRDye 800CW Donkey anti-Rabbit Secondary 926-32212 LI-COR Biosciences  
 Co-Immunoprecipitation-Antibodies  
 Voltage-dependent anion-selective channel protein 2 (VDAC2) PA5-28106 Thermofisher Scientific  
 Immunoglobulin G (IgG) AC005 AbClonal  
 Immunofluorescence/Proximity ligation assay-Antibodies/Stain  
 4',6-diamidino-2-phenylindole (DAPI) D3571 Thermofisher Scientific  
 Voltage-dependent anion-selective channel protein 2 (VDAC2) 66388-1-IG Thermofisher Scientific  
 Sodium-calcium exchanger 1 (NCX1) ab151608 Abcam  
 Sarcoplasmic endoplasmic reticular calcium ATPase 2 (SERCA2) 43885 Cell Signaling Technology  
 Ryanodine Receptor 2 (RYR2) MA3-916 Thermofisher Scientific  
 Quantitative Reverse transcription-PCR-Primers  
 Voltage-dependent anion-selective channel protein 2 (VDAC2) Mm00834279\_m1 Thermofisher Scientific  
 Vinculin Mm00447745\_m1 Thermofisher Scientific

## Validation

All antibodies were previously tested by the company and used in other publications. A separate file title "Antibody list and validation" includes information from the website and relevant publications for each of the antibody.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL6J mice strain and both male and female mouse were used for all experiments. Echocardiography was performed on mice starting from embryonic day 18.5 until 16-weeks post-natal. Calcium transients were performed on 16-week old mice and co-IP on 8-week old mice. |
| Wild animals            | Study did not involve wild animals                                                                                                                                                                                                                                       |
| Field-collected samples | Study did not involve samples collected from the field                                                                                                                                                                                                                   |
| Ethics oversight        | Studies were performed following guidelines established by IACUC, University of Utah.                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

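Bulk RNA sequencing of left ventricular tissue from 16-week-old mice was re-analysed from a single deposited table. Before depositing it, the authors extracted total RNA, removed ribosomal RNA, sequenced stranded libraries with 50-base single-end reads, aligned them to GRCm38 and recorded a raw count of reads per Ensembl gene, without normalization. The Ensembl release, the strand setting and the handling of reads with several alignments are not given in the paper's text. The table holds 52636 genes and 9 libraries, each matched to its sample by the library number in the sample's title, and no column was left out. Symbols were found for 52403 of the gene identifiers, and coordinates are from the GENCODE M21 annotation of GRCm38.

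Libraries were grouped by the deposited genotype labels, with 5 labelled WT (libraries 1 to 5) and 4 labelled KO (libraries 6 to 9), against n = 4 in the paper's panels. The level of *Vdac2* goes against these labels in several libraries, so groups are called "labelled WT" and "labelled KO" throughout. No library was reassigned, and no group was formed from the level of *Vdac2* or of any other gene. Lane and label coincide, and so do the labels and the expression of *Xist* and the Y-linked genes, so neither lane nor sex can be separated from the label.

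From the counts, edgeR 4.0.16 (R 4.3.3) was used with filterByExpr on the labelled groups (16322 genes tested), TMM normalization, robust dispersion estimates and the quasi-likelihood F-test, and p-values were adjusted by the Benjamini-Hochberg method. Standard errors are the absolute log2 fold change divided by the square root of F. The study's own filters were an adjusted p under 0.05, an absolute log2 fold change over 0.585 and a mean normalized count over 30. Per-library values are CPM, counts scaled by the TMM-normalized library size. Lists of genes, written before the data were examined, were tested with limma 3.58.1's camera (inter-gene correlation 0.01), adjusted over 8 lists. Enrichment used Fisher's exact test, with the tested genes of a mean normalized count over 30 as background, and the Reactome lists supplied with fgsea 1.28.0 (10 to 500 genes). Genes within 5 Mb of *Vdac2* were tested with a two-sided Fisher's exact test on the 9 genes with an adjusted p under 0.05. Its background of 16296 genes was not limited by the mean count. KEGG lists were not used here. The *Gm7832* transcript was compared with *Vdac2* transcripts with blastn 2.17.0.

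The genes named were fixed by a rule before the data were examined. They are the genes the paper names for its RNA sequencing, the genes of the proteins it measured and of the channels its discussion names, and the 10 genes with the largest change among those past the study's filters without overlap between the labelled groups. 8 genes met the last part of the rule. Some genes of the volcano plot are not reported here.

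The script was tested on simulated data drawn from the real gene means and library sizes with a common dispersion of 0.060. Of 200 changed genes among 16153 tested, 86.5% were recovered, 0 with the wrong sign, and 3.89% of the calls were false. Depth ran from 27345052 to 44673988 counts per library, and 3 counts, the smallest level taken as shown, corresponded to 0.0693 to 0.114 CPM. Such floors cover counting error only.

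Alternatives set before the data were examined were DESeq2 1.42.0, RLE and upper-quartile normalization in edgeR, no low-count filter, at least 10 counts in every library, mitochondrially encoded genes left out, library quality weights, each library left out in turn, a log2 fold change over 1, the fry rotation test, list members over 30 counts only, other definitions of the called genes and other windows around *Vdac2*. Leaving out the genes on X and Y was added after the data were seen. A covariate of *Xist*, also set beforehand, was not run because it nearly equals the label. Proteins, echocardiography and the other assays of the paper were not analysed here.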

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

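The tests of *Vdac2*, of sex, of depth and of cell markers below were chosen only after the values were seen, while the tests of gene length and GC content were set before their results were seen.

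*Vdac2* did not follow the deposited labels. Its level was 20.2, 366, 58.5, 365 and 21.3 CPM in libraries 1 to 5, labelled WT, and 384, 20.5, 421 and 19.1 CPM in libraries 6 to 9, labelled KO. Low depth is not an explanation, since the lowest *Vdac2* count was 614. Incomplete deletion in KO hearts could not lower the gene in libraries labelled WT, and 3 of those were under 50% of the highest one. Reads of the pseudogene *Gm7832* were too few, at most 1.00% of the *Vdac2* count. Mislabelled samples may account for the pattern and were not ruled out. With wrong labels few genes of the paper's figures would separate the labels, and 0 of 41, *Vdac2* among them, had an adjusted p under 0.05 (1 had an unadjusted value under 0.05). Such genes varied widely within a label, as *Mthfd2* did from 1.99 to 23.6 CPM in the libraries labelled KO, and the count by itself does not settle mislabelled samples. Between libraries 2, 4, 6 and 8 and the other libraries, all 41 but *Cacna1h*, *Cacng6* and *Mmp12* had values without overlap. *Nppa* was at 72.8 to 104 CPM against 157 to 3347 CPM, and *Scn4a* at 27.1 to 29.3 CPM against 0.917 to 19.1 CPM. For these genes the values argue against deposited labels that match the groups the paper compared. A list of ATF4 target genes that the paper does not name had mean standardized levels of -0.070 to 0.79 in libraries 1, 3, 5, 7 and 9. In libraries 2, 4, 6 and 8 they were -0.62 to -0.45. *Vdac2* separates the same libraries, which goes with mislabelled samples. The fatty acid oxidation, glycolytic accessory, fibroblast and macrophage lists also separated these libraries without overlap. Fibroblast markers, for example, were at -0.62 to -0.20 in libraries 2, 4, 6 and 8 and at 0.13 to 0.50 in the others. The ECM-receptor list and the remaining lists did not separate them, and the lists by themselves do not settle it. The libraries that go against their label are 1, 3 and 5, labelled WT and low in *Vdac2*, and 6 and 8, labelled KO and high. No label was changed, since genotype was not inferred from the counts.

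Genes that the paper does not discuss, on the sex chromosomes, followed the labels. *Xist* averaged 471 CPM in the libraries labelled KO and 0.0847 CPM in those labelled WT (higher in 4 of 4). *Kdm6a*, on the X chromosome, averaged 80.6 and 40.7 CPM (higher in 4 of 4). *Uty*, *Ddx3y*, *Eif2s3y* and *Kdm5d*, on the Y chromosome, were at least 808-fold, 1760-fold, 892-fold and 491-fold higher in the libraries labelled WT. Of 100 splits of the 9 libraries into 5 and 4, out of 126 possible ones, 1 gave as many genes with an adjusted p under 0.05 (9) and 1 gave as many past the study's filters (8), in both cases the deposited labels themselves. Next came the split of libraries 2, 4, 6 and 8 against the rest, with 4 genes in each count. These are the libraries with the highest *Vdac2* levels. That split was drawn among the 100 and not formed from *Vdac2*, and it does not settle mislabelled samples. The sex of the mice is a candidate explanation for the 7 called genes on X and Y. Whether it bears on the autosomal calls could not be tested, since *Xist* and the Y-linked genes coincide with the label. With the genes on X and Y left out, an alternative chosen after seeing the data, 0 genes had an adjusted p under 0.05 and 933 had an unadjusted value under 0.05. That removes these 7 genes by construction, while *Ace* (-0.80) and *Gm22876* (-2.93) kept their log2 fold changes and lost the threshold (both adjusted p = 0.13), so it is no test of sex. Under the settings with more calls most were autosomal, 55 of 70 with DESeq2, 61 of 79 with library quality weights and 50 of 62 without library 3. The sequencing lane cannot be told apart from the label, since 0 lanes hold libraries of both labels.

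Among 178 groups of values examined (70 genes, 15 gene lists and 4 library measures in each label), 44 had a library far from the rest of its label, where chance gives about 8.9, and the groups share genes and libraries and so are not independent. Library 3, labelled WT, was that library in 40 of them. Its mitochondrially encoded genes took 9.07% of the counts (next 17.3%), its 10 highest genes took 18.2% (next 30.4%), and its TMM factor was 1.304 (next 1.01). It was highest of its label for *S100a4* (24.2 CPM), *Col5a2* (1076.5 CPM), *Col3a1* (4267 CPM), *Mfap5* (167 CPM), *Col12a1* (249 CPM), *Fn1* (1492 CPM), *Cdk1* (37.5 CPM) and *Tkt* (83.4 CPM). It was lowest for *Kcnv2* (0.755 CPM), *Fbp2* (0.324 CPM), *Armc2* (1.91 CPM), *Vdac1* (283 CPM), *Vdac3* (32.6 CPM), *Ryr2* (1344 CPM), *Atp2a2* (2099.8 CPM), *Pln* (1203 CPM), *Casq2* (548 CPM), *Dnm1l* (121 CPM), *Suclg2* (24.9 CPM), *Sucla2* (221 CPM), *Pdha1* (491 CPM), *Kcnd2* (4.56 CPM), *Kcnd3* (8.90 CPM), *Kcnip2* (5.15 CPM), *Cacna1c* (105 CPM), *Cacna1g* (2.13 CPM), *Uty* (48.1 CPM), *Kdm5d* (35.2 CPM) and *Kdm6a* (30.2 CPM). Its mean standardized level was 0.891 for the ECM-receptor list, 1.09 for collagen genes, -0.848 for sodium and potassium channels, -2.39 for the TCA cycle, -1.98 for fatty acid oxidation, -2.51 for nuclear genes of oxidative phosphorylation, -1.798 for endothelial markers and -2.48 for cardiomyocyte markers.

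For library 3, lower depth is not an explanation, since its 28489906 counts exceed the 27345052 of library 4. A few genes taking most counts would raise the share of its 10 highest genes, which was 18.2% and below that of every other library. Gene length bias and GC content bias were small, with rank correlations across genes of 0.109 and 0.110 between these properties and the ratio of library 3 to the median of the others of its label, and for length libraries 5 and 9 had values larger in size (-0.142 and -0.155), while for GC content that of library 3 was the largest in size, next to -0.110 in library 4. Fewer cardiomyocytes in the tissue piece is a candidate explanation. The cardiomyocyte markers were lowest in library 3 (-2.48, the others -0.015 or above) and the macrophage markers highest (1.86). Against it, the endothelial markers were also lowest in library 3 (-1.798, next -0.690) and the fibroblast markers were highest in library 7 (0.502, against 0.463 in library 3), so the marker lists do not settle it. Poor RNA quality, the reason the paper gives for removing 1 WT sample, cannot be measured in a count table, and no biological explanation was tested for a single library.

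Away from library 3, *Slc8a1* was lowest of the libraries labelled KO in library 7 (723 CPM, next 859). In the same label, *Ddx3y* and *Eif2s3y* stood out in library 7 at 0.026 CPM and *Kdm5d* in library 9 at 0.023 CPM, each a single count and under the floor of 3 counts. These 4 are fewer than the number expected by chance.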

How the results depend on the processing

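All alternatives but one were chosen before the data were examined, and leaving out the genes on X and Y was chosen after seeing the data. 9 genes had an adjusted p under 0.05 and 8 passed the study's filters. These counts were 70 and 40 with DESeq2, 79 and 44 with library quality weights, 0 and 0 with at least 10 counts in every library (875 genes at an unadjusted value under 0.05, a filter that removes *Xist* and the Y-linked genes) and 0 and 0 with X and Y genes left out (933 genes). With each library left out in turn they ran from 5 to 62 and from 5 to 42, the highest without library 3. The other normalizations, filters and the log2 fold change over 1 stayed within 1.5 times. Of 41 genes of the paper's figures, 0 were called in any setting that tested them, which left 37 with at least 10 counts in every library and 38 with X and Y genes left out. The median log2 fold change of all genes lay between -0.028 and 0.0030, so no scaling shifted it by 0.1. The *Vdac2* log2 fold change ran from -0.23 to 0.86 with each library left out, without an adjusted p under 0.05.

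For the lists, the fry rotation test left the means as they were, at -0.54 for ECM-receptor, 0.18 for fatty acid oxidation, 0.013 for glycolysis and 0.33 for the TCA cycle, but no longer past the threshold. Library quality weights gave means of -0.059 for ECM-receptor and 0.047 for fatty acid oxidation, no longer past it, and changed the sign for collagen (0.087) and for sodium and potassium channels (0.060). The mean of the channels was also positive, 0.0051, with at least 10 counts in every library. Glycolysis lost the threshold with DESeq2 (0.0069) and upper-quartile normalization (0.025), and also without library 2 (adjusted p = 0.078), 3 (0.094), 4 (0.082), 6 (0.061) or 9 (0.12). Without library 8 it stayed past the threshold (adjusted p = 0.042) with a negative mean of -0.012, and without library 9 the mean was negative too. With each library left out, the ranges were -0.62 to -0.025 for ECM-receptor, -0.59 to 0.14 for collagen, 0.084 to 0.16 for calcium channels, -0.057 to 0.031 for sodium and potassium channels, -0.012 to 0.049 for glycolysis, 0.13 to 0.39 for the TCA cycle and 0.013 to 0.26 for fatty acid oxidation. The calcium channel list passed the threshold without library 1 (adjusted p = 0.039) and without library 8 (0.042). The sodium and potassium channel list did so without library 1 (adjusted p = 0.039), library 5 (0.041) and library 2 (0.035), the last with a positive mean of 0.031. Without library 3, none of the 8 lists had an adjusted p under 0.05. The glycolytic accessory list kept its sign and its side of the threshold throughout.

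Of the 100 splits of the libraries, 66 gave a camera p as small as that of the ECM-receptor list, 99 for collagen, 29 for calcium channels, 52 for sodium and potassium channels, 6 for glycolysis, 38 for the TCA cycle, 82 for the glycolytic accessory list and 63 for fatty acid oxidation. A library that stands apart falls in one group of every split, so apart from glycolysis these list results are no larger than many other splits give.

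The best rank of an extracellular matrix pathway was 30 with DESeq2, 43 with library quality weights and 4 to 20 with each library left out. The best such pathway held 0 called genes with DESeq2, 1 with library quality weights (p = 0.41 in a one-sided Fisher's exact test) and 2 without library 3 (p = 0.089), the adjusted p being 1 in each case. In the edgeR fit of all libraries no called gene was in such a pathway, so its rank of 7 only counts the pathways that held one, and all 100 splits give an overlap at least as large for the ECM-receptor list, for these pathways and for the genes near *Vdac2*. Within 5 Mb of *Vdac2* no other gene was called. In a 10 Mb window the odds ratio was 17.1 (two-sided Fisher's exact test, p = 0.064), from *Gm22876*, 9991 kb away.

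Among named genes, library quality weights changed the sign of *Cdk1* (0.0017), *Col12a1* (0.14), *Gm7832* (-0.085), *Mfap5* (0.032), *Nppa* (0.065) and *Ryr2* (-0.034). Outside the fits that left out a library, the 532 comparisons of named genes held 521 without a change and 5 weaker. *Kdm6a*, *Gm22876* and *Ace* kept their sign in each fit and lost their adjusted p under 0.05 in most fits that left out a library. Log2 fold changes crossed 0 between fits that each left out one library for *Aldh1l2* (-0.40 to 0.11), *Cacna1c* (-0.055 to 0.29), *Cdk1* (-2.54 to 0.14), *Clcn1* (-0.14 to 0.72), *Col12a1* (-3.61 to 0.70), *Col3a1* (-1.40 to 0.094), *Col5a2* (-1.99 to 0.0012), *Comtd1* (-0.91 to 0.28), *Dmd* (-0.058 to 0.29), *Fbp2* (-0.069 to 0.49), *Fn1* (-3.10 to 0.19), *Gm7832* (-0.67 to 0.73), *Kcnd3* (-0.28 to 0.042), *Kcnv2* (-0.054 to 0.53), *Mcu* (-0.011 to 0.098), *Mfap5* (-1.06 to 0.28), *Ndnf* (-0.74 to 0.13), *Nppa* (-2.26 to 0.73), *Ryr2* (-0.11 to 0.25), *Scn4a* (-0.17 to 0.40), *Spp1* (-6.02 to 0.14), *Timp1* (-5.03 to 0.24) and *Tkt* (-0.59 to 0.021). The cause of these changes was not tested.

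The *Xist* covariate was not run, since *Xist* carries the label almost completely (squared correlation 0.996). With no called gene left, the enrichments have no value with at least 10 counts in every library or with X and Y genes left out. No paired analysis was possible because the library numbers 1 to 9 are not shared between the labels. Depth limits *Cacng6* and *Gm7832*, which fell to 3 counts or fewer in single libraries, and *Gm22876*, whose call rests on 3, 12, 5 and 10 counts in libraries 6 to 9.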

Differences from the paper's values

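The paper's values here were read by eye from the volcano plot of Supplementary Fig. 4a, and the values set beside them compare the deposited labels, which *Vdac2* does not separate. With all libraries in the fit, all 12 genes given here differ in sign. Libraries low in *Vdac2* lie under both labels (1, 3 and 5 as WT, 7 and 9 as KO), so these signs do not test the paper's values. The *Vdac2* log2 fold change was 0.35 against the paper's about -4.0. For *Spp1* it was -5.39 against the paper's about 2.1, for *Bdh1* 0.33 against about -1.2, for *Mthfd2* -0.80 against about 1.7, for *Timp1* -3.93 against about 1.6, for *Ndnf* -0.35 against about 1.4, for *Asns* -0.78 against about 1.5, for *Dmd* 0.12 against about -0.72, for *Armc2* 0.32 against about -0.95, for *Lgals3* -2.15 against about 1.3 and for *Comtd1* -0.27 against about 1.4. For none of the genes named so far did any of the alternatives set before the data were examined close the gap, DESeq2 and the fits that left out one library included. The fits that left out a library used edgeR, so the paper's choice of DESeq2 with 1 WT sample removed was not run. Some of those fits had the paper's sign, as without library 3 for *Spp1* (0.14), *Timp1* (0.24), *Comtd1* (0.28) and *Dmd* (-0.058). *Bdh1*, *Mthfd2*, *Asns*, *Armc2* and *Lgals3* kept the opposite sign in every setting.

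*Gm7832* had a log2 fold change of 0.080 against the paper's about -1.8 in Supplementary Fig. 4a, and only the fit without library 8 (-0.67, standard error 1.31) came within its error.

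The paper shows *Nppa*, *Cacna1h*, *S100a4*, *Kcnab2* and the genes of Fig. 7a as higher in the KO and *Cacng6*, *Scn4a*, *Scn4b*, *Clcn1* and *Kcnv2* as lower. Between the deposited labels the log2 fold change was -0.81 for *Nppa*, 0.33 for *Cacna1h*, -1.53 for *S100a4*, -1.08 for *Kcnab2*, between -3.93 and -0.40 for the genes of Fig. 7a, 0.39 for *Cacng6*, 0.15 for *Scn4a*, 0.48 for *Scn4b*, 0.24 for *Clcn1* and 0.26 for *Kcnv2*, and no setting gave any of them an adjusted p under 0.05. The direction of *Nppa*, *Col3a1*, *Col5a2*, *Col12a1*, *Fn1*, *Mfap5* and *Timp1* was that of the paper without library 3, and that of *Nppa*, *Col12a1* and *Mfap5* also with library quality weights. Except for *Col12a1* and *Mfap5*, these values without library 3 were smaller than their standard errors, as for *Col5a2* (0.0012, standard error 0.25), so they give little direction. Without library 3, *Scn4a*, *Clcn1* and *Kcnv2* had the paper's direction as well. The paper states an ECM pathway as its top pathway. No gene called by edgeR on all libraries or by DESeq2 fell in such a Reactome pathway. The best such pathway held 1 called gene with library quality weights and 2 without library 3. With 8 genes past the filters on all libraries, an overlap of 0 cannot decide whether the paper's pathway changed. The paper also states lower enzyme levels in glycolysis and the TCA cycle, and its Supplementary Fig. 4 shows western blots of such enzymes. The values here are of RNA, so they are no direct comparison. The mean log2 fold changes of the 2 gene lists were 0.013 and 0.33, and 0.025 and 0.13 without library 3.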

Other observations

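The test of shared reads was chosen after the sequences were compared. *Gm7832*, drawn as lower in the KO in the paper's volcano plot, is a processed pseudogene on chromosome 5 (91760696 to 91761575) whose 880-base transcript aligns to a *Vdac2* transcript with 97.0% identity. Its counts in libraries 1 to 9 were 3, 63, 12, 47, 7, 62, 1, 75 and 4, between 0.129% and 1.00% of the *Vdac2* counts in the same libraries. Reads shared with *Vdac2* are a candidate source of these counts: 197 of its 831 stretches of 50 bases (23.7%) occur unchanged in a *Vdac2* transcript, so the signal of *Gm7832* may be that of *Vdac2* itself. Because the *Vdac2* levels fall into separate clusters of fewer than 6 libraries, no correlation between the genes was computed.

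*Comtd1* lies on chromosome 14 from 21845855 to 21848977, on the strand opposite *Vdac2*, and the annotated genes overlap by 25 bases, from 21845855 to 21845879. In libraries 1 to 9 it was at 9.91, 2.60, 19.1, 2.32, 7.87, 2.76, 7.78, 2.82 and 14.4 CPM. *Mthfd2* was at 28.4, 2.74, 21.3, 2.66, 33.9, 1.99, 23.6, 2.18 and 13.3 CPM and *Bdh1* at 29.8, 77.8, 30.4, 67.0, 36.7, 85.0, 31.8, 92.9 and 32.5 CPM in the same order. *Vdac2* itself was at 20.2, 366, 58.5, 365, 21.3, 384, 20.5, 421 and 19.1 CPM. No libraries were grouped by these values.

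The paper measured several proteins whose RNA was read in these libraries. *Ryr2*, *Atp2a2*, *Slc8a1*, *Pln* and *Casq2* had log2 fold changes between the deposited labels of 0.13, 0.29, 0.27, 0.42 and 0.28, and *Vdac1* and *Vdac3* of 0.29 and 0.23. Without library 3, labelled WT, the same genes had -0.11, 0.028, 0.16, 0.15 and 0.12, and 0.10 and 0.078. *Mcu*, *Slc8b1*, *Dnm1l*, *Suclg2*, *Sucla2*, *Pdha1* and *Pcx* had log2 fold changes between 0.044 and 0.33, and *Tkt* had -0.47. Without library 3 these lay between 0.020 and 0.16, and *Tkt* had 0.021. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test, the lowest unadjusted value being that of *Pcx* (0.21, standard error 0.089), and *Vdac2* does not separate the labels.

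*Ace* was lower in every library labelled KO (29.6 to 35.5 CPM) than in every library labelled WT (49.8 to 62.6 CPM), and *Gm22876* likewise (0.080 to 0.316 against 1.29 to 1.71 CPM). Lane, label and the expression of *Xist* and the Y-linked genes coincide in these libraries, so no explanation was tested for either gene.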
